# Stage-specific GATA3 induction promotes ILC2 development after lineage commitment

**DOI:** 10.1038/s41467-024-49881-y

**Published:** 2024-07-05

**Authors:** Hiroki Furuya, Yosuke Toda, Arifumi Iwata, Mizuki Kanai, Kodai Kato, Takashi Kumagai, Takahiro Kageyama, Shigeru Tanaka, Lisa Fujimura, Akemi Sakamoto, Masahiko Hatano, Akira Suto, Kotaro Suzuki, Hiroshi Nakajima

**Keywords:** Innate lymphoid cells, Immunological disorders, Gene regulation in immune cells, Mucosal immunology, T-helper 2 cells

## Abstract

Group 2 innate lymphoid cells (ILC2s) are a subset of innate lymphocytes that produce type 2 cytokines, including IL-4, IL-5, and IL-13. GATA3 is a critical transcription factor for ILC2 development at multiple stages. However, when and how GATA3 is induced to the levels required for ILC2 development remains unclear. Herein, we identify ILC2-specific GATA3-related tandem super-enhancers (G3SE) that induce high GATA3 in ILC2-committed precursors. G3SE-deficient mice exhibit ILC2 deficiency in the bone marrow, lung, liver, and small intestine with minimal impact on other ILC lineages or Th2 cells. Single-cell RNA-sequencing and subsequent flow cytometry analysis show that GATA3 induction mechanism, which is required for entering the ILC2 stage, is lost in IL-17RB^+^PD-1^−^ late ILC2-committed precursor stage in G3SE-deficient mice. *Cnot6l*, part of the CCR4-NOT deadenylase complex, is a possible GATA3 target during ILC2 development. Our findings implicate a stage-specific regulatory mechanism for GATA3 expression during ILC2 development.

## Abstract (web summary)

The transcription factor GATA3 is enhanced in innate lymphoid type 2 cells (ILC2). Here the authors characterize the super enhancer regions of GATA3 and show that these enhancers are required to drive GATA3 expression and stage specific ILC2 development.

## Introduction

Group 2 innate lymphoid cells (ILC2s) are a subset of innate lymphocytes that lack antigen receptors but are functionally similar to type 2 helper T (Th2) cells and produce type 2 cytokines, such as IL-4, IL-5, and IL-13. As a result, ILC2s play pivotal roles in the pathophysiology of bronchial asthma, chronic rhinosinusitis, atopic dermatitis, and organ fibrosis^1–5^. Whereas Th2 cell differentiation requires IL-4/STAT6 signaling, ILC2 development is independent of IL-4/STAT6, and there is no available therapy specifically targeting ILC2s^6,7^.

ILC2-lineage cells develop from ILC progenitors (ILCPs) that express PLZF (encoded by *Zbtb16*), PD-1, and LPAM-1 (Integrin α4β7), but no ST2 or CD25 in bone marrow (BM)^8–10^. ILCPs have the potential to develop into ILC1s, ILC2s, and ILC3s but not into NK cells or lymphoid tissue inducer (LTi) cells. Within the ILCP population, ILC2-committed precursors were identified using the expression of ICOS^11^, *Bcl11b*^10,12,13^, and IL17RB^10^ along with PD-1 and PLZF. The stage between *Zbtb16*^+^ cells, including ILC2-committed precursors, and ILC2s was recently identified. Kasal et al. reported that Lin^−^CD127^+^LPAM-1^+^*Id2*^+^CD25^−^CD135^−^ICOS^+^*Zbtb16*^−^ cells could develop only into ILC2s^14^. Hence, these cells were considered as the next stage of *Zbtb16*^+^ ILC2-committed precursors. Finally, ILC2s in BM express ST2 and CD25, serving as the source of tissue ILC2s^8–11,15^ and playing unique roles in BM under the stress conditions^16,17^. In addition, ILCPs were recently identified in lung tissues where they contribute to maintaining ILC2 homeostasis under normal physiological conditions or ILC2 induction during inflammation^8,18–20^. However, how the final-stage ILC2s are derived from the ILC2-committed precursors in the BM and ILCPs in the lung remains largely unknown.

GATA3 is a critical transcription factor for early ILC development and ILC2 development, as well as early T cell development and Th2 differentiation at multiple stages, acting in a dose-dependent manner^3,21–24^. GATA3 is essential for developing early innate lymphoid progenitors, ILCPs, and maintaining mature ILC2s^15,22,25,26^. A recent study demonstrated the involvement of a GATA3 enhancer region that contributes to ILC2 development^27^. However, when and how GATA3 is induced up to the appropriate levels required for ILC2 development remains unclear.

Herein, we identify that high-GATA3 expression essential for ILC2 development is regulated by ILC2-specific tandem GATA3-related super-enhancers (G3SE), which is required specifically in IL17RB^+^PD-1^−^ late ILC2-committed precursors for entering the ILC2 stage. Our findings show a stage-specific regulatory mechanism and roles of GATA3 expression during ILC2 development, which can lead to a new therapy specifically targeting ILC2s.

## Results

### GATA3-related tandem super-enhancers are indispensable for the development of peripheral ILC2s

Super-enhancers (SEs) are regions composed of clusters of active enhancers, which are known to drive the expression of genes that define cell identity and function^28,29^. To identify ILC2-specific SEs, we performed H3K27ac chromatin immunoprecipitation sequencing (ChIP-seq) of lung ILC2s, defined as Lin^−^CD45^+^Thy1^+^ST2^+^ cells, and lung CD4 T cells in house dust mite-induced asthma models, which recapitulate activated ILC2s and activated Th2 cells in vivo, respectively (Supplementary Fig. 1a, b). We identified 624 SEs (Supplementary Fig. 1c, d) and found that most were similarly activated in ILC2s and CD4 T cells, as previously reported^30^. For example, SE-*Gata3*, which includes the *Gata3* gene body, and the type 2 cytokine locus SE-*Rad50* exhibited similar activation between ILC2s and CD4 T cells under asthmatic conditions (Fig. 1a and Supplementary Fig 1c, e, f).

**Fig. 1:**
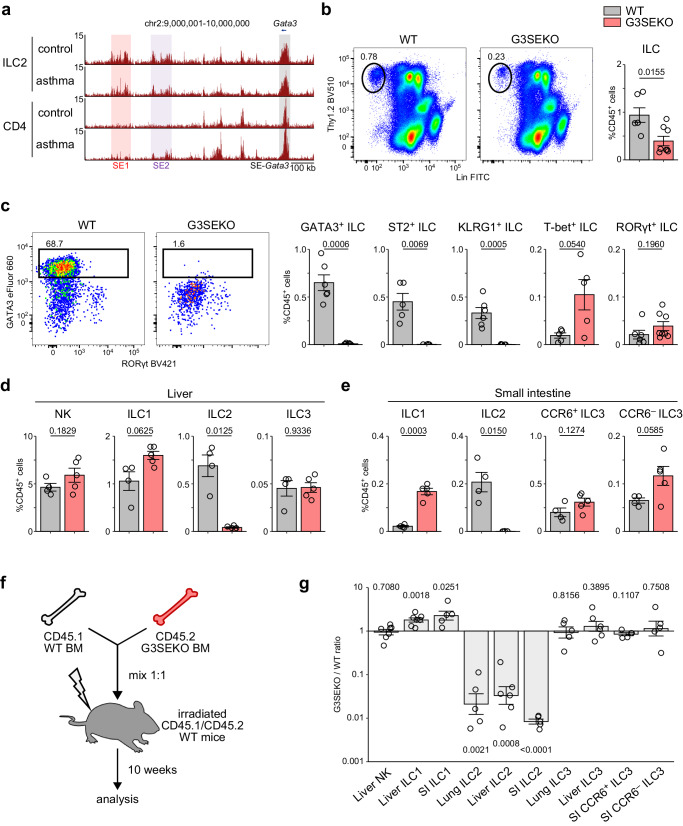
GATA3-related tandem super-enhancers are indispensable for the development of peripheral ILC2s. **a** ChIP-seq analysis of H3K27 acetylation in ILC2s and CD4 T cells in lungs from control and asthmatic mice. Rectangles indicate super-enhancers. See also Supplementary Fig. 1a–e. **b** ILC frequency (CD45^+^Lin^−^Thy1.2^+^ cells) in lung CD45^+^ cells of WT and G3SEKO mice. The gating strategy is shown in Supplementary Fig. 4a, WT: n = 6, G3SEKO: n = 8. **c** Frequency of ILC2s defined by different markers (GATA3^+^, ST2^+^, or KLRG1^+^), ILC1s (T-bet^+^), and ILC3 (RORγt^+^) in lung CD45^+^ cells. See also Supplementary Fig. 4b. ST2^+^ ILC, T-bet^+^ ILC: n = 5, GATA3^+^ ILC, KLRG1^+^ ILC, RORγt^+^ ILC, WT: n = 6, G3SEKO: n = 8. **d** NK, ILC1, ILC2, and ILC3 frequency in liver CD45^+^ cells. The gating strategy is shown in Supplementary Fig. 4c. WT: n = 4, G3SEKO: n = 5. **e** ILC1, ILC2, and ILC3 frequencies in small intestine CD45^+^ cells. The gating strategy is shown in Supplementary Fig. 4d, WT: n = 4, G3SEKO: n = 5. **f** Scheme of mixed bone marrow (BM) chimeric mouse experiment. **g** Ratio of CD45.2^+^ G3SEKO/CD45.1^+^ WT cells in the indicated cell population in mixed BM chimeric mice. Liver NK, ILC1, n = 7, Liver ILC2, ILC3: n = 6, SI ILC1, ILC2, CCR6^+^/CCR6^−^ ILC3, Lung ILC2, ILC3: n = 5. **b–e, g** Each data point indicates one mouse from four (**b**, **c**) or two (**d**, **e**, **g**) independent experiments. Data are presented as mean ± SE. Statistical analysis was performed using unpaired, two-sided Welch’s *t*-test (b–e) or the one-sample, two-sided Welch’s *t*-test to a ratio=1 (**g**). p values are shown on the graphs. Source data are provided as a Source Data file.

In the SEs which were specifically activated in ILC2 (fold change >4; Supplementary Fig. 1e, n = 36), two tandem SEs were located at 678–764 and 500–591 kb downstream from the *Gata3* transcription start site (TSS), respectively (SE1 and SE2, GATA3-related tandem super-enhancers; G3SE). SE1 and SE2 were already activated in ILC2s under control conditions, exhibiting lower activation in CD4 T cells, as was also the case under asthmatic conditions (Fig. 1a). Public ATAC-seq (assay for transposase-accessible chromatin with high-throughput sequencing) data for helper T cell subsets^31^ and our ATAC-seq data for lung ILC2s under steady-state conditions demonstrated that both SE1 and SE2 were accessible in lung ILC2s but were less accessible in naïve, Th1, and Th2 cells (Supplementary Fig. 1g). These data indicate that G3SE might play an important role in GATA3 expression in lung ILC2s.

To investigate the function of G3SE, we generated G3SE-knockout (G3SEKO) mice using the CRISPR-Cas9 system with two guide RNAs flanking the entire region of the tandem SEs (Supplementary Fig. 2a). We successfully obtained two lines, 37 bp deletion and 11 bp deletion (Supplementary Fig. 2b), which have no obvious off-target effect (Supplementary Fig. 3). Importantly, G3SEKO mice exhibited reduced lung ILCs compared to wild-type (WT) mice (Fig. 1b and Supplementary Fig. 4a), and the remaining ILCs expressed GATA3 at low levels (Fig. 1c). Consequently, G3SEKO mice showed significantly reduced lung ILC2s, based not only on GATA3 or ST2, but also on KLRG1, an ILC2 marker independent of GATA3^26^ (Fig. 1c and Supplementary Fig. 4b). T-bet^+^ ILC1s tended to increase, while RORγt^+^ ILC3s were not affected, in G3SEKO mice (Fig. 1c and Supplementary Fig. 4b). We also confirmed ILC2 deficiency in other peripheral organs, such as the liver and small intestine, in G3SEKO mice (Fig. 1d, e). ILC1s tended to increase in the liver and significantly increased in the small intestine of G3SEKO mice (Fig. 1d, e and Supplementary Fig. 4c, d). However, other immune cell populations in the lung and liver (Supplementary Fig. 5a, b) and T cell development and GATA3 expression in the thymus (Supplementary Fig. 5c, d) were indistinguishable between G3SEKO and WT mice. Intriguingly, the expression of helper T cell subset master regulators, including GATA3, was not affected in G3SEKO mice (Supplementary Fig. 5e).

Regarding Th2 cells, it has recently been reported that the SE1 region is opened in *N. brasiliensis*-activated lung Th2 cells^27,30^. Because CD4 T cells obtained from the lung in HDM-induced asthma models are not exclusively Th2 cells, the low activation of G3SE in lung CD4 T cells (Fig. 1a) might result from the dilution of Th2 cells by other CD4 T cell subsets. Therefore, we assessed in vivo Th2 cell development and function using ovalbumin (OVA)-induced asthma models (Supplementary Fig. 6a), which are known to be less influenced by ILC2 deficiency. Notably, the numbers of eosinophils, Th2 cells (defined by CD3ε^+^CD4^+^ST2^+^ T cells), and IL-5- or IL-13-producing Th2 cells were comparable between WT and G3SEKO mice (Supplementary Fig. 6b–e), while GATA3 expression in Th2 cells in lung and bronchoalveolar lavage fluid (BALF) was slightly decreased in G3SEKO mice (Supplementary Fig. 6f). These results suggest that the G3SE region is critical in ILC2 development but only partially impacts Th2 cell development.

Next, we conducted mixed BM chimera analysis to determine whether the reduction in ILC2s is cell-intrinsic (Fig. 1f). The ratio of ILC2s derived from G3SEKO BM cells to ILC2s derived from WT BM cells was considerably low in the lung, liver, and small intestine, whereas that of ILC1s derived from G3SEKO BM cells was moderately high in the liver and small intestine (Fig. 1g). The ratio of ILC3 in the lung, liver, and small intestine was not affected by the absence of G3SE (Fig. 1g). These results suggest that G3SE promotes the development of ILC2s in a cell-intrinsic manner.

### High-GATA3 expression induced by G3SE is essential for the development from ILCP to ILC2

In adult mice, ILC2s are not only self-renewed in peripheral tissues but also developed from CLP in BM. To investigate the specific developmental stage regulated by G3SE, we first explain the terms and definition of the ILC2 development stage used in this study (Supplementary Fig. 7a) because, in the BM, ILC2 cells have been referred to by various names such as LSIG^15^, ILC2P^13–15,22^, iILC2^9^, and BM ILC2^12,16,17^. In this study, we defined ILC2s in the BM as PD-1^−^ST2^+^ cells, terming them ST2^+^ ILC2s. In addition, cells already committed to ILC2 lineages but not yet exhibiting the ST2-positive stage (named as ILC2-committed precursors) have been recently identified as *Bcl11b*^+^IL17RB^+^PD-1^+^ cells^10,12^ or ICOS^hi^*Zbtb16*^+^ cells^11^ among PD-1^+^ ILCPs. CD25^−^*Bcl11b*^+^*Zbtb16*^−^ cells and CD25^−^ICOS^hi^*Zbtb16*^−^ cells were also identified as ILC2-committed precursors^12,14^. In this study, we distinguished ILC2-committed precursors by PD-1 expression: namely, we termed PD-1^+^ cells^10–12^ closer to ILCPs as early ILC2-committed precursors and PD-1^−^ cells^12,14^ closer to ILC2s as late ILC2-committed precursors. Moreover, ILCPs were defined as PD-1^+^ST2^−^IL17RB^−^ cells and referred to as IL17RB^−^ ILCPs for excluding early ILC2-committed precursors (Supplementary Fig. 7a).

We then examined the differentiation stages of BM cells according to the classification above. We first analyzed α-lymphoid progenitor (αLP) population (Lin^−^CD127^+^CD135^−^LPAM-1^+^ cells), which encompasses IL17RB^−^ ILCPs, early and late ILC2-committed precursors, ST2^+^ ILC2s, and PD-1^−^ST2^−^ cells (also known as CHILPs^32^, but now recognized as the mixture of iLTiP and iILCP^11,14,22^). Notably, late ILC2-committed precursors were scarcely observed within αLP when ST2 was used as an ILC2 marker (Supplementary Fig. 7b), which is a contrast to the findings using CD25 as an ILC2 marker^14^. The discrepancy can be attributed to using ST2 as an ILC2 marker instead of CD25 because approximately 5% of ST2^+^ ILC2s are CD25-negative (Supplementary Fig. 7c). Previous studies showed that GATA3 deficiency in hematopoietic cells diminishes PD1^−^ST2^−^ cells and completely depletes PD-1^+^ ILCPs^25,26,33^. Importantly, in G3SEKO mice, there was no significant impairment in the development of IL17RB^−^ ILCPs and early ILC2-committed precursors; however, ST2^+^ ILC2s were almost completely absent (Fig. 2a).

**Fig. 2:**
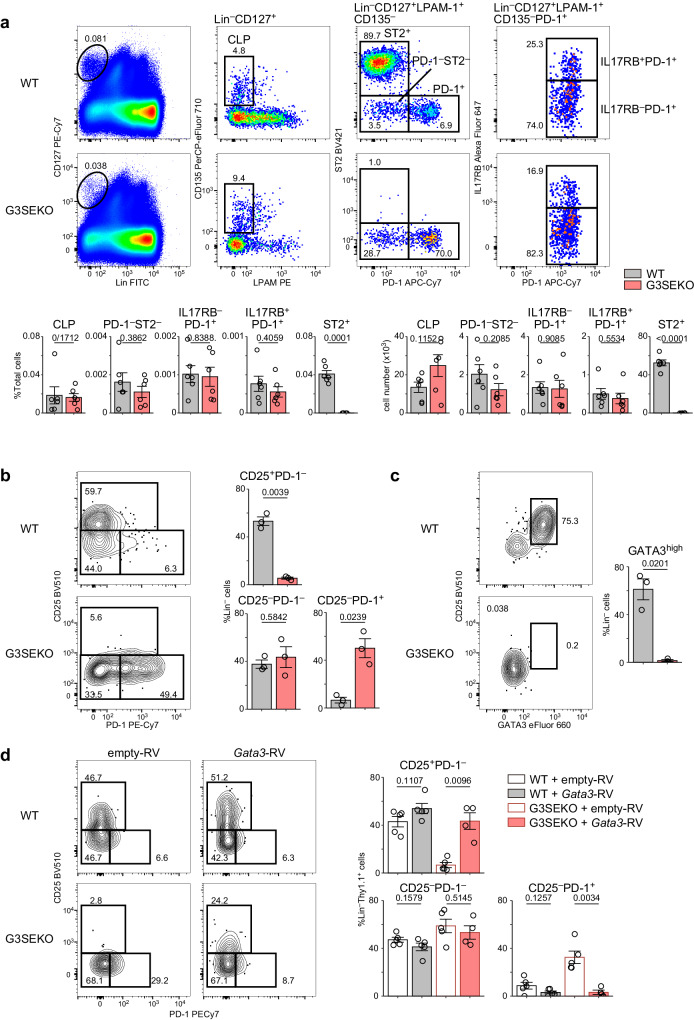
High-GATA3 expression induced by G3SE is essential for the development from ILCP to ILC2. **a** Flow cytometry analysis of BM cells. Frequencies and numbers of CLPs (Lin^−^CD127^+^CD135^+^LPAM-1^−^ cells), PD-1^−^ST2^−^ (Lin^−^CD127^+^CD135^−^LPAM-1^+^PD-1^−^ST2^−^ cells), IL17RB^−^PD-1^+^ (Lin^−^CD127^+^CD135^−^LPAM-1^+^PD-1^+^ST2^−^IL17RB^−^ cells), IL17RB^+^PD-1^+^ (Lin^−^CD127^+^CD135^−^LPAM-1^+^PD-1^+^ST2^−^IL17RB^+^ cells), and ST2^+^ ILC2s (Lin^−^CD127^+^CD135^−^LPAM-1^+^PD-1^−^ST2^+^ cells) were evaluated; n = 6. Lin: CD3ε, CD4, CD5, CD8a, CD11b, CD11c, CD19, NK1.1, Gr1, B220, Ter119. **b**, **c** Sorted ILCPs from the BM of WT mice and G3SEKO mice were cultured on OP9-DL1 cells in the presence of IL-7 and SCF for 5 days. Frequencies of Lin^−^CD25^+^PD-1^−^ cells, Lin^−^CD25^−^PD-1^−^ cells, Lin^−^CD25^−^PD-1^+^ cells (**b**), and Lin^−^CD25^+^GATA3^+^ cells (**c**) were evaluated, n = 3. **d** ILCPs sorted from the BM of WT mice and G3SEKO mice were cultured on OP9-DL1 cells. Cells were infected with GATA3-expressing or empty retrovirus on day 1. The infected cells (Thy1.1^+^ cells) were analyzed on day 6. WT, G3SEKO+empty-RV: n = 5, G3SEKO+Gata3-RV: n = 4. Each data point indicates one mouse from six (**a**) or three (**b**–**d**) independent experiments. Data are presented as mean ± SE. Statistical analysis was performed using unpaired, two-sided Welch’s *t*-test. p values are shown on the graphs. Source data are provided as a Source Data file.

To ascertain whether G3SE regulates ILC2 development through GATA3 induction, we tested if forced GATA3 expression in G3SEKO BM cells could rescue ILC2 development. First, we performed an adoptive transfer of GATA3-overexpressing G3SEKO BM cells into irradiated WT mice. However, those cells did not differentiate into lymphoid cells, consistent with a previous report^34^. Therefore, we performed in vitro ILCP culture with OP9-DL1 cells, focusing on the development of ILC2s from ILCPs. In this culture system, whereas WT ILCPs successfully lost PD-1 expression and differentiated into CD25^+^PD-1^−^ cells, G3SEKO ILCPs did not differentiate into CD25^+^PD-1^−^ cells, and substantial numbers of CD25^−^PD-1^+^ cells remained (Fig. 2b). Furthermore, no GATA3^high^ cells developed from G3SEKO ILCPs (Fig. 2c). Importantly, the overexpression of GATA3 rescued the development of CD25^+^PD-1^−^ cells from G3SEKO ILCPs, accompanied by a reduction in the remaining CD25^−^PD-1^+^ cells (Fig. 2d). These data suggest that high-GATA3 expression induced by G3SE is essential to drive ILC2 development after the ILCP stage.

### ILC2 development after ILC2-lineage commitment is dependent on GATA3 induction by G3SE

To further investigate the precise stage of ILC2 development that requires high-GATA3 expression induced by G3SE, we performed single-cell RNA sequencing (scRNA-seq) for αLPs in WT and G3SEKO mice (Supplementary Fig. 8a). 

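The αLPs (Lin−CD127+FLT3−LPAM-1+ bone marrow cells) of both genotypes were stained with hashtag antibodies against MHC class I, combined and sequenced by TAS-Seq, a single-cell RNA-seq platform used here with the BD Rhapsody cell capture. Experiment 1 combined cells of 10 WT and 8 G3SEKO mice, and experiment 2 cells of 7 WT and 9 G3SEKO mice. In experiment 1 the sample labels give 3 hashtags to each genotype. Neither the labels nor the paper's text says whether a hashtag marks a mouse or a group of mice, so the cells of a genotype in an experiment were taken as 1 sample, and cells within it are not replicates. In experiment 2 the labels list both hashtags under WT and none under G3SEKO. The authors' calls gave 6080 cells to one of these hashtags and 1450 to the other, and only the first can hold the number of WT cells that the paper reports for this experiment, so it was taken as WT. The other was taken as G3SEKO against its label, and every G3SEKO value of experiment 2 rests on this assignment. The authors deposited raw counts of reads per gene and cell and per hashtag and cell. Reads copied from one molecule were counted separately, so the intervals and floors given for these data cover counting error only. In the cells kept, 348926728 WT reads and 31047309 G3SEKO reads were counted on genes in experiment 1, with medians of 396198 and 509911 reads per cell. In experiment 2 there were 210398915 WT and 71720608 G3SEKO reads, with medians of 29679 and 44225 reads per cell. The paper gives a sequencing depth of approximately 100000 reads per cell, and all values here use the reads counted on genes. Reads were summed over the cells of a cluster, genotype and experiment and divided by their total to give CPM (counts per 1e6 reads). The log2 ratio of G3SEKO to WT was taken after 2 reads, scaled to the size of each sum, were added to both. No test between the genotypes was planned with a G3SEKO hashtag that the labels of experiment 2 do not name, so each ratio is given per experiment, with the mean ± SD over the 2 experiments.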

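Of the 1033 cells listed in experiment 1, 801 had at least 83012 reads and at most 10% mitochondrial reads, the limits that the paper states, and 800 of these were assigned to 1 hashtag. In experiment 2, 7621 of 7630 cells passed the limit of 6733 reads and the same mitochondrial limit, and 7596 were assigned to 1 hashtag. For the assignment, the reads of each hashtag were divided by that hashtag's total, and the highest value had to be at least 2-fold above the next. *Id2*, on chromosome 12 from 25093799 to 25097140 (GRCm38, GENCODE annotation), then set a limit for each cell, a value of at least 1 on the scale of ln(1 + reads per 10000), which was chosen here because the paper's text names no value. This limit left out 76 cells of experiment 1 and 1242 cells of experiment 2.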

The cells with low *Id2* expression (ILC lineage marker^12^) were excluded from the analyses. Consequently, 654 αLPs from WT BM and 39 αLPs from G3SEKO BM in the 1st experiment and 5230 WT αLPs and 1140 G3SEKO αLPs in the 2nd experiment were integrated and subjected to further analyses. 

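With these limits, 681 WT and 43 G3SEKO αLPs of experiment 1 and 5133 WT and 1221 G3SEKO αLPs of experiment 2 were kept. The *Id2* limit moved these numbers most. With at least 1 *Id2* read in place of the limit, 735 and 63 cells were kept in experiment 1 and 5640 and 1324 in experiment 2. Among the cells that the authors had called doublets in experiment 2 and that passed the limits on reads and mitochondrial reads, the hashtag rule used here left 25 without a genotype, called 68 G3SEKO and called 6 WT, before the *Id2* limit. With the authors' own hashtag calls, chosen after seeing the data, 5130 WT and 1159 G3SEKO cells were kept in experiment 2.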

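Clusters were rebuilt with Seurat after the paper's methods, by SCTransform within each experiment, integration of both experiments and 8 principal components. The 33 genes named in the paper's text for these data, with all *Atp8b* genes, were left out of the clustering features, so that their levels are not fixed by the clustering. A first step at a resolution of 0.05 gave 4 clusters, of which the ILC2-like and LTi/ILC3-like clusters were kept and the others were pooled and divided into 6 at a resolution of 0.25. The 8 clusters were named from lists of marker genes as ILCP-like, early ILC2-committed-like, proliferating, ST2+ ILC2-like, LTi/ILC3-like, NK/ILC1-like and T lineage-like. One cluster was left without the name of a stage. The reason was that its 10 leading genes by fold held 2 ILCP markers, *Tox2* and *Il18r1*, and no marker of committed cells. This does not set it apart, since those of the ILCP-like, early ILC2-committed-like and proliferating clusters held no listed marker. All 6 listed markers of committed cells had reads in at least 20% of its WT cells in experiment 2. The paper proposes *Il18r1* as a marker of late ILC2-committed precursors, so a match to that stage stays open. The cluster is called *Icos*-high *Zbtb16*-low after its levels of *Icos* and *Zbtb16*. The rebuilt clusters do not correspond one to one to clusters 0 to 7 of the paper. In WT cells, *Id2* was lowest in the T lineage-like cluster, at 751 CPM in experiment 1 and 783 CPM in experiment 2, and lay between 1224 and 3916 CPM in the other clusters. *Il7r* lay between 534 CPM, in the proliferating cluster of experiment 1, and 3370 CPM.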

Cells were classified into 8 clusters (Fig. 3a), and the cells in all clusters expressed *Id2* and *Il7r*, indicating that these clusters belong to ILC lineages (Fig. 3b). To validate the cell populations, the marker genes during ILC lineage development were analyzed in WT cells. Cluster 0 expressed high levels of *Rorc* and *Ccr6*, suggesting that these cells are LTi cells/ILC3s (Supplementary Fig. 8b). 

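In WT cells of the LTi/ILC3-like cluster (8 cells in experiment 1 and 61 in experiment 2), *Ccr6* was at 112 and 811 CPM, and at most 6.60 CPM in every other cluster in experiment 2.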

Cluster 1 expressed high levels of *Tbx21* (T-bet), *Klrb1c* (NK1.1), and *Il2rb*, suggesting that these cells are NK cells/ILC1s^10,12,35^ (Fig. 3b, c, Supplementary Fig. 8b). 

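In WT cells of the NK/ILC1-like cluster (33 and 39 cells), *Tbx21* was at 91.0 CPM in experiment 1 and 33.9 CPM in experiment 2, *Klrb1c* at 91.0 and 42.9 CPM, and *Il2rb* at 523 and 100.4 CPM. *Tbx21* was at 14.4 and 29.7 CPM in the ILCP-like cluster. The T lineage-like cluster (17 and 15 cells) had higher levels in experiment 1, with *Tbx21* at 100.4, *Klrb1c* at 595 and *Il2rb* at 922 CPM. In experiment 2 it had no read of *Tbx21* or *Klrb1c*. *Il2rb* was not specific to one cluster in experiment 2, with 129.8 CPM in the ILCP-like and 162 CPM in the LTi/ILC3-like cluster.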

Expression levels of ILCP markers *Zbtb16* (PLZF), *Pdcd1* (PD-1), *Tox*, and *Tox2* were dominantly upregulated in clusters 2 and 3. 

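In WT cells of the ILCP-like cluster (72 and 156 cells), *Zbtb16* was at 1075 CPM in experiment 1 and 1016 CPM in experiment 2, *Pdcd1* at 333 and 545 CPM, *Tox* at 604 and 621 CPM, and *Tox2* at 557 and 552 CPM. In the early ILC2-committed-like cluster (26 cells in each experiment), *Zbtb16* was at 447 and 692 CPM, *Pdcd1* at 488 and 584 CPM, *Tox* at 776 and 396 CPM and *Tox2* at 679 and 580 CPM. The *Icos*-high *Zbtb16*-low cluster (12 and 91 cells) had *Zbtb16* at 199.9 and 210.5 CPM and *Pdcd1* at 152 and 184 CPM. The NK/ILC1-like cluster also had *Zbtb16*, at 275 and 499 CPM, and *Tox*, at 418 and 419 CPM.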

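From the ILCP-like to the early ILC2-committed-like and the *Icos*-high *Zbtb16*-low cluster of WT cells, *Icos* rose from 242 to 711 and 3073 CPM in experiment 1 and from 412 to 1065 and 2291 CPM in experiment 2. *Bcl11b* was highest in the early ILC2-committed-like cluster, at 1248 and 1140 CPM, and was at 767 and 554 CPM in the *Icos*-high *Zbtb16*-low cluster and at 286 and 223 CPM in the ILCP-like cluster. *Il17rb* rose in the same order, from 74.2 to 375 and 709 CPM in experiment 1 and from 194 to 651 and 1102 CPM in experiment 2. *Il1rl1* stayed at 15.4 and 6.00 CPM in the early ILC2-committed-like cluster and reached 95.1 and 152 CPM in the *Icos*-high *Zbtb16*-low cluster, against 958 and 1118 CPM in the ST2+ ILC2-like cluster. *Il2ra* was at 3.96 and 3.50 CPM, at 83.1 and 39.3 CPM, and at 479 and 574 CPM in these 3 clusters.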

The cells in clusters 3 and 4 expressed early ILC2 markers, such as *Icos, Bcl11b*, and *Il17rb* but not mature ILC2 markers *Il1rl1* (ST2) and *Il2ra* (CD25) (Fig. 3b, c, Supplementary Fig. 8b, c), suggesting that clusters 2, 3, and 4 are IL17RB^−^ ILCPs, early ILC2-committed precursors, and late ILC2-committed precursors, respectively. Cells in cluster 5 expressed *Mki67* and *Top2a*, suggesting that these cells are proliferating cells. 

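The proliferating cluster held 9 WT cells in experiment 1 and 63 in experiment 2. *Mki67*, on chromosome 7 from 135689784 to 135716361, was at 412 and 1517 CPM there, and *Top2a*, on chromosome 11 from 98992943 to 99024189, at 191 and 1579 CPM. Of the G3SEKO cells, 35 fell in this cluster in experiment 2 and 0 of 43 in experiment 1, which allows a share of up to 8.22% (upper limit of the 95% exact binomial interval).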

Part of cells in clusters 5 and 6 started to express the ILC2 markers *Il1rl1* and *Il2ra*, and most of the cells in cluster 7 expressed both *Il1rl1* and *Il2ra*, suggesting that cluster 7 were ST2^+^ ILC2s, and clusters 5 and 6 were a mixture of late ILC2-committed precursors and ST2^+^ ILC2s (Fig. 3b, c, Supplementary Fig. 8b, c). 

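In WT cells of experiment 2, *Il1rl1* had reads in 86.1% of the ST2+ ILC2-like, 66.7% of the proliferating and 40.7% of the *Icos*-high *Zbtb16*-low cells, against 20.5% of the NK/ILC1-like cells, which were taken as the background. *Il2ra* had reads in 68.6% of the ST2+ ILC2-like and 39.7% of the proliferating cells, against 23.1% of the NK/ILC1-like cells. The median depth differed between these clusters, with 28557.5 reads per cell in the ST2+ ILC2-like, 99329 in the proliferating, 40975 in the *Icos*-high *Zbtb16*-low and 47168 in the NK/ILC1-like cluster. With every cell thinned to 6733 reads, the shares for *Il1rl1* were 78.3%, 39.7%, 22.0% and 2.56% in the same order of clusters as above, and those for *Il2ra* were 57.4%, 20.6% and 10.3%.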

Importantly, G3SEKO cells developed into cluster 6 but not in cluster 7 (Fig. 3e, f). This finding was consistent with *Gata3* expression levels, where *Gata3* expression in G3SEKO cells began to decrease in cluster 3 and markedly decreased in clusters 5 and 6 compared to WT cells (Fig. 3g). 

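Of the WT cells, 74.0% (95% exact binomial interval 70.5 to 77.3%) fell in the ST2+ ILC2-like cluster in experiment 1 and 91.2% (90.4 to 92.0%) in experiment 2. Of the G3SEKO cells, 16.3% (6.81 to 30.7%) and 21.3% (19.0 to 23.7%) did, which was 7 and 260 cells. The ratio of the G3SEKO to the WT share was 0.220 in experiment 1 and 0.233 in experiment 2, or 0.227 for the mean shares. The definition of stages by reads of *Il17rb*, *Pdcd1* and *Il1rl1* in place of clusters moved this ratio most, to 0.723 (1.01 in experiment 1 and 0.381 in experiment 2). It counts every cell with an *Il1rl1* read as ST2+. With the 100 genes that differed between the genotypes held out of the clustering, chosen after seeing the data, the ratio was 0.244. The ILCP-like cluster took 10.6% of WT and 27.9% of G3SEKO cells in experiment 1 and 3.04% and 25.8% in experiment 2. The early ILC2-committed-like cluster took 3.82% and 11.6%, then 0.507% and 4.50%. The *Icos*-high *Zbtb16*-low cluster took 1.76% and 16.3%, then 1.77% and 17.9%. The labels name no replicate animals within an experiment, and a lower share of one cluster raises the shares of the others.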

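*Gata3* lies on chromosome 2 from 9857078 to 9890034 on the minus strand (GRCm38, GENCODE annotation). In the ILCP-like cluster it was at 872 CPM in WT and 887 CPM in G3SEKO cells in experiment 1 and at 731 and 537 CPM in experiment 2, a log2 ratio of −0.21 ± 0.33 (SD, n = 2 experiments), within the spread between the experiments. The ratio was −0.54 ± 0.49 in the early ILC2-committed-like cluster and −0.96 ± 0.31 in the *Icos*-high *Zbtb16*-low cluster. In the proliferating cluster, which held G3SEKO cells in experiment 2 alone, *Gata3* was at 824 CPM in WT and 318 CPM in G3SEKO cells. In the ST2+ ILC2-like cluster it was at 1399 and 306.7 CPM in experiment 1 and at 1046 and 306.4 CPM in experiment 2, a log2 ratio of −1.98 ± 0.30. In an edgeR test on the 4 sums of this cluster, chosen after seeing the data, the log2 change was −2.01 (SE 0.26, adjusted p = 6.7e-12), lower in 2 of 2 experiments. The adjusted p was 0.013 from edgeR with cells thinned to 6733 reads, 0.84 from edgeR without the experiment as a block and 0.73 from DESeq2, so the call depends on the test. A small adjusted p from edgeR on these 4 sums does not measure agreement between the experiments. In the same test *Ccl6* had an adjusted p of 2.6e-17, with 3580 CPM in G3SEKO cells of experiment 1 and 0 CPM in those of experiment 2. Stages defined by reads of 3 genes were the alternative that moved a *Gata3* ratio most. There, cells with *Il17rb* reads and without *Pdcd1* or *Il1rl1* reads stood in for the *Icos*-high *Zbtb16*-low cluster, with a ratio of −3.25. It rests on 1 G3SEKO and 10 WT cells in experiment 1. Whether the genotype difference itself differed between the ILCP-like and the ST2+ ILC2-like cluster was tested with edgeR on 8 sums, a test chosen after seeing the data. The difference of the log2 ratios was −1.86 (SE 0.30, unadjusted p = 0.00089), with the same direction in 2 of 2 experiments, and it failed the Benjamini-Hochberg adjustment over 17337 genes (adjusted p = 1 from edgeR). The outcome moved with the setting. The adjusted p was 0.017 with cells thinned to 6733 reads, and DESeq2 gave an unadjusted p of 0.12 (adjusted p = 0.91).

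**Figure D1:**
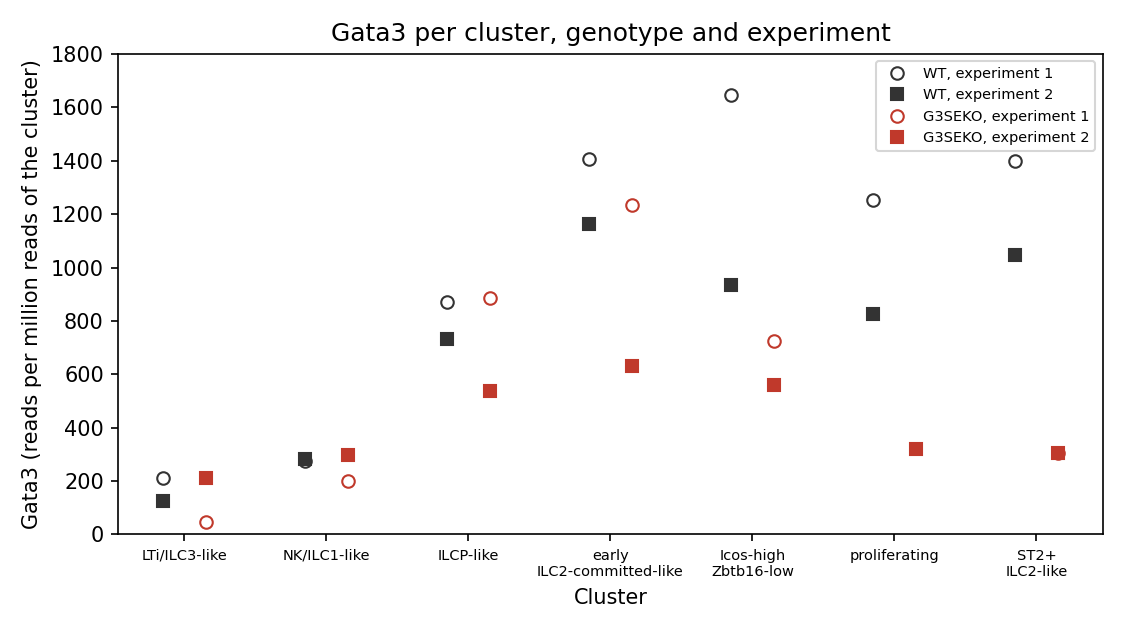
Level of *Gata3* in CPM (vertical axis) in 7 clusters (horizontal axis), for WT cells in black and G3SEKO cells in red, with open circles for experiment 1 and filled squares for experiment 2. Each point is the sum of the cells of 1 genotype in 1 experiment. In the ST2+ ILC2-like cluster the G3SEKO points lie at 306.7 and 306.4 CPM, below the WT points at 1399 and 1046 CPM, and in the ILCP-like cluster the points of both genotypes lie between 537 and 887 CPM.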

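The symbol *Atp8b* was matched to *Atp8b4*, which had the most reads of the *Atp8b* genes. In the ST2+ ILC2-like cluster, the log2 ratio of G3SEKO to WT was 3.34 ± 1.03 (SD, n = 2 experiments) for *Il18r1*, 1.92 ± 0.79 for *Atp8b4*, 1.61 ± 0.50 for *Ikzf3* and 2.00 ± 0.32 for *Pecam1*, each higher in G3SEKO cells in 2 of 2 experiments. *Il18r1* was at 144 CPM in WT and 879 CPM in G3SEKO cells in experiment 1 and at 54.3 and 908 CPM in experiment 2. In the edgeR test on the 4 sums of this cluster, the adjusted p was 1.7e-16 for *Il18r1* and 0.025 for *Ikzf3*, while *Atp8b4* (1.0) and *Pecam1* (0.71) failed the adjustment. DESeq2 called neither *Il18r1* (adjusted p = 0.63) nor *Ikzf3* (0.78), nor did edgeR without the experiment as a block (0.84 for both), and with thinned cells edgeR called *Il18r1* (0.0021) and not *Ikzf3* (1.0). In the proliferating cluster of experiment 2, the log2 ratio was 2.47 for *Pecam1*, 1.11 for *Il18r1*, 0.47 for *Atp8b4* and −0.00 for *Ikzf3*, with no replicate. Over all precursor clusters together, 3 of the 4 genes were higher in G3SEKO cells in both experiments, the exception being *Atp8b4*, and the ratios lay between −0.02 and 0.57. With stages defined by reads of 3 genes, the alternative that moved this count most, 1 of the 4 genes was higher in both experiments, and the precursor ratios of *Atp8b4* and *Ikzf3* turned to −3.30 and −2.76. These values rest on 1 G3SEKO and 14 WT cells in experiment 1.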

Notably, G3SEKO cells in clusters 5 and 6 exhibited prolonged expression of some feature genes of clusters 2 and 3, such as *Il18r1*, *Atp8b*, *Ikzf3*, and *Pecam1* (Fig. 3h). 

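*Il18r1* lies on chromosome 1 from 40465552 to 40500854 (GRCm38, GENCODE annotation), and *Il1rl1* lies next to it on the same strand, from 40429570 to 40465415. In WT cells, *Il18r1* was at 677 and 678 CPM in the ILCP-like cluster (experiment 1 and experiment 2), 559.5 and 641 CPM in the early ILC2-committed-like cluster, 1346 and 786 CPM in the *Icos*-high *Zbtb16*-low cluster and 434 and 297 CPM in the proliferating cluster. Between the ILCP-like and ST2+ ILC2-like clusters of WT cells it fell by 2.86 on the log2 scale (adjusted p = 0.0085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and the experiment as a block), lower in 2 of 2 experiments.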

Intriguingly, *Il18r1* is highly expressed in the ILCP, early and late ILC2-committed precursors, but not in the mature ILC2s in WT cells (cluster 7), indicating that *Il18r1* could be a helpful marker of late ILC2-committed precursors^36^. These data indicate that G3SEKO cells develop into the late ILC2-committed precursor stage but not the ST2^+^ ILC2 stage.

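As a ratio of cell numbers over both experiments, the scale of Fig. 3f, the ST2+ ILC2-like cluster had 0.0515 G3SEKO cells per WT cell (0.0139 in experiment 1 and 0.0555 in experiment 2). The ratio was 2.19 (0.583 and 2.41) in the *Icos*-high *Zbtb16*-low, 1.43 (0.167 and 2.02) in the ILCP-like, 1.15 (0.192 and 2.12) in the early ILC2-committed-like and 0.486 (0 and 0.556) in the proliferating cluster. These ratios depend on how many cells of each genotype were captured, and the first 3 lie below 1 in experiment 1 and above 1 in experiment 2. With stages defined by reads of 3 genes, cells with *Il17rb* reads and without *Pdcd1* or *Il1rl1* reads stood in for the *Icos*-high *Zbtb16*-low cluster. Their ratio lay below 1, at 0.628 (0.1 and 0.642). They are another set of cells, with 385 WT and 247 G3SEKO cells in experiment 2, against 91 and 219 in the cluster. The experiment 1 value rests on 1 G3SEKO and 10 WT cells. When the ST2+ ILC2-like cluster was divided further at a resolution of 0.1, a step chosen after seeing the data, its 3 parts held 4378 WT and 241 G3SEKO cells (ratio 0.0550), 417 and 6 cells (0.0144) and 391 and 20 cells (0.0512). None of these parts was matched to cluster 6 or cluster 7 of the paper. The paper points to the development of G3SEKO cells into its cluster 6 and not its cluster 7. It adds the fall of *Gata3* from cluster 3 onwards and the prolonged feature genes of clusters 2 and 3. It reads these data as G3SEKO cells reaching the stage of late ILC2-committed precursors, and not that of ST2+ ILC2s.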

**Fig. 3:**
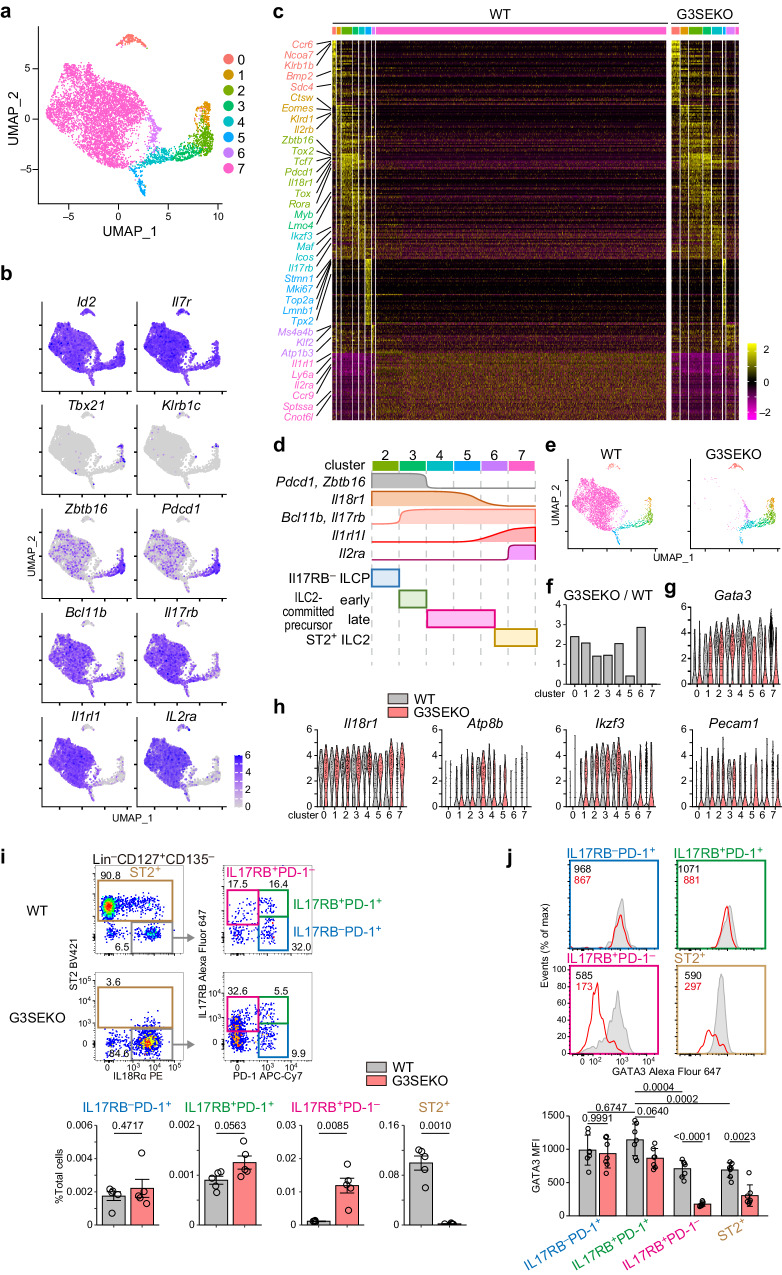
G3SE is required for ILC2 development following ILC2-lineage commitment. **a**–**h**, Lin^−^CD127^+^CD135^−^LPAM-1^+^ cells from the BM of WT mice and G3SEKO mice were sorted, stained with antibodies and a hashtag (MHC-I), and analyzed by single-cell RNA sequencing (scRNA-seq). **a** Uniform manifold approximation and projection (UMAP) showing 8 clusters. **b** Feature plots showing the expression of ILC development-related genes. **c** Heatmap showing the z-scored expression of the top 50 differentially expressed genes among clusters. **d** Scheme of relationship among the cluster, the expression of marker genes, and the corresponding population during ILC2 development from ILCPs. **e** UMAP showing the cell distribution of WT mice and G3SEKO mice. **f** Ratio of G3SEKO cells/WT cells in each cluster. **g** Violin plot showing *Gata3* expression in the indicated clusters in each genotype. **h** Violin plots showing marker genes of cluster 3 that were highly expressed in cluster 5 in G3SEKO cells. **i**, **j** Lin^−^CD127^+^CD135^−^ BM cells were analyzed by flow cytometry. Lin: CD3ε, CD4, CD5, CD8a, CD11b, CD11c, CD19, CD135, NK1.1, Gr1, B220, Ter119. **i** Flow cytometry analysis showing the proportion of the indicated fractions; n = 5. **j** GATA3 expression in cells of the indicated fractions, n = 7. Gray/black area: WT cells; red area: G3SEKO cells; black number: mean fluorescence intensity (MFI) of WT cells; red number: MFI of G3SEKO cells. **i**-**j** Each data point indicates one mouse from five (**i**) or four (**j**) independent experiments. Data are presented as mean ± SE. Statistical analysis was performed using unpaired, two-sided Welch’s *t*-test (**i**) and two-way ANOVA with Tukey’s multiple comparisons test (**j**). p values are shown on the graphs. Source data are provided as a Source Data file.

To trace the development of ILC2 lineages, we questioned the use of LPAM-1^+^ gating for ILC2 lineage-tracing because of the presence of LPAM-1^−^ST2^+^ ILC2s^15^ (Supplementary Fig. 9a). IL17RB^−^ ILCPs expressed high levels of LPAM-1, and their expression reduced along with IL17RB induction (Supplementary Fig. 9a, b). ST2^−^IL17RB^+^ cells, representing putative early and late ILC2-committed precursors, sustained low levels of LPAM-1 during PD-1 downregulation (Supplementary Fig. 9c). To examine the differentiation potential of IL17RB^+^PD-1^−^ cells, we cultured these cells on OP9-DL1 cells. Five days later, IL17RB^+^PD-1^−^ cells developed mostly into CD25^+^ICOS^hi^ ILC2s (Supplementary Fig. 9d). Collectively, we defined late ILC2-committed precursors as Lin^−^CD127^+^CD135^−^ST2^−^IL18Rα^+^PD-1^−^IL17RB^+^ cells. This observation aligns with the results obtained from scRNA-seq analysis.

In G3SEKO mice, IL17RB^−^ ILCP and early ILC2-committed precursors were comparable to those in WT mice (Fig. 3i). However, following PD-1 downregulation, late ILC2-committed precursors were significantly accumulated (Fig. 3i). In both WT and G3SEKO mice, late ILC2-committed precursors did not express T-bet or RORγt (Supplementary Fig. 9e), suggesting that the accumulated late ILC2-committed precursors are not ILC1 or ILC3 lineage-committed cells.

Next, we examined the expression levels of GATA3 protein among these cells. In WT mice, GATA3 was highly expressed in IL17RB^−^ ILCPs, slightly upregulated in early ILC2-committed precursors, and gradually reduced in late ILC2-committed precursors (Fig. 3j). GATA3 expression in IL17RB^−^ ILCPs in G3SEKO mice was comparable to that in WT mice. However, GATA3 expression was not upregulated in early ILC2-committed precursors and significantly reduced in late ILC2-committed precursors in G3SEKO mice (Fig. 3j).

To understand the activation status of SE1 and SE2 during ILC2-lineage development in the BM, we performed ATAC-seq for IL17RB^−^ ILCP, early and late ILC2-committed precursors, IL18Rα^+^ST2^+^ ILC2s, and IL18Rα^−^ST2^+^ ILC2s. Both SE1 and SE2 contained opened chromatin regions in late ILC2-committed precursors, which are already opened in early ILC2-committed precursors but not in IL17RB^−^PD-1^+^ ILCPs (Supplementary Fig. 10, purple triangles). A substantial number of open chromatin regions in IL17RB^−^ ILCPs were closed in late ILC2-committed precursors (Supplementary Fig. 10, blue triangles). These data suggest that the G3SE starts to function in early ILC2-committed precursors, collaborating with unknown ILCP-specific GATA3 induction mechanisms. Further, when cells enter the late ILC2-committed precursor stage, the ILCP-specific GATA3 induction mechanism is lost, and GATA3 expression largely depends on G3SE activation for entering the ILC2 stage.

### High-GATA3 expression in lung ILCP-like cells does not depend on G3SE

Recently, two groups reported that a fraction of lung ILC2s is derived from lung ST2^−^IL18Rα^+^ ILCPs^18,20^. For instance, Zeis et al. have shown that a small portion of cells in the lung ST2^−^IL18Rα^+^ fraction expresses PLZF, PD-1, and high levels of GATA3, like bone marrow ILCPs^20^. To evaluate the role of GATA3 regulated by G3SE in ILC2 development from ILCPs in the lung, we first identified ILCP-like cells using PLZF and PD-1 as markers. Importantly, PLZF^high^PD-1^high^ ILCP-like cells were observed in the lungs in both WT and G3SEKO mice (Fig. 4a). The ILCP-like cells expressed significant levels of GATA3 but did not express ST2 in both mice (Fig. 4b). Surprisingly, most cells with high levels of GATA3 expression in the G3SEKO lung were ILCP-like cells (Fig. 4b). These data indicate that the GATA3 induction mechanism in ILCP-like cells in the lung does not depend on G3SE.

**Fig. 4:**
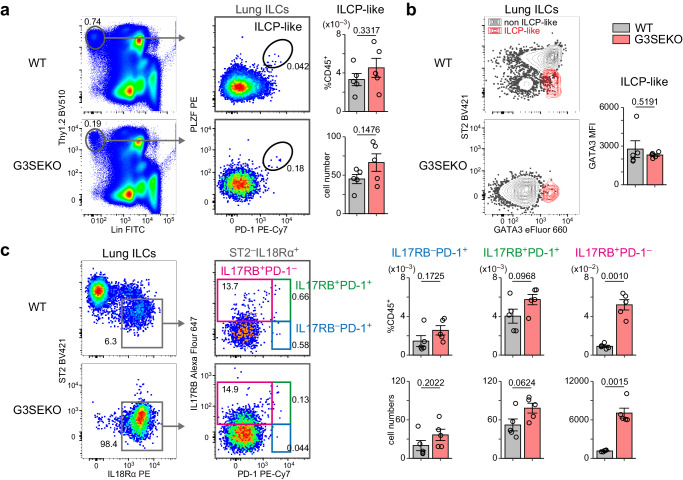
G3SE is not required for high levels of GATA3 in lung ILCP-like cells. **a** Flow cytometry analysis of lung ILCP-like cells (CD45^+^Lin^−^Thy1.2^+^PD-1^+^PLZF^+^ cells) in WT and G3SEKO mice, n = 5. Lin: CD3ε, CD4, CD5, CD8a, CD11b, CD11c, CD19, CD49b, Gr1, B220, Ter119. **b** ST2 and GATA3 expression in ILCP-like cells, n = 5. **c** Flow cytometry analysis showing the proportion of the cells in the indicated fractions, n = 5. **a**–**c** Each data point represents one mouse from three independent experiments. Data are presented as mean ± SE. Statistical analysis was performed using unpaired, two-sided Welch’s *t*-test. p values are shown on the graphs. Source data are provided as a Source Data file.

It has also been shown that lung ST2^−^IL18Rα^+^IL17RB^+^ cells mainly give rise to ILC2s in the culture, in contrast to ST2^−^IL18Rα^+^IL17RB^−^ cells^20^. We, therefore, examined ILC2-committed precursors in the lung using IL17RB, applying the staining strategies used in the BM. Both IL17RB^−^PD-1^+^ cells and IL17RB^+^PD-1^+^ cells were comparable between WT and G3SEKO mice; however, IL17RB^+^PD-1^−^ cells, presumably late ILC2-committed precursors, were significantly increased in G3SEKO mice by approximately 6-fold (Fig. 4c). Another ILC2 marker, Sca-1^15,26^, started to express in ST2^−^IL18Rα^+^ cells, with subsequent upregulation during ILC2 development in WT mice (Supplementary Fig. 11a). Notably, in G3SEKO mice, the majority of accumulated ST2^−^IL18Rα^+^ cells expressed Sca-1 (Supplementary Fig. 11b). These results suggest that G3SE promotes the transition from IL17RB^+^PD-1^−^ cells to ST2^+^ ILC2s in the lung.

### *Cnot6l* is a possible target of GATA3 during ILC2 development

To identify genes with critical roles in ILC2 development from ILC2-committed precursors, which are directly regulated by high levels of GATA3 through G3SE, we screened genes using three criteria: (1) genes upregulated during ILC2 development; (2) differentially expressed genes (DEGs) between WT and G3SEKO cells; (3) genes with a GATA3-binding site and a chromatin state opened from ILCPs to ILC2s by G3SE. To obtain genes upregulated during ILC2 development, we first employed tradeSeq to analyze the kinetics of expression for genes exhibiting variable expression from cluster 2 to cluster 7 and then categorized the genes into four unbiased groups based on pseudotime analysis (Fig. 5a and Supplementary Fig. 12a). 

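The pseudotime tools named here were not run, so the 4 groups of the paper were not rebuilt. Genes were instead grouped by their levels in WT cells of experiment 1 across the ILCP-like, early ILC2-committed-like, *Icos*-high *Zbtb16*-low and ST2+ ILC2-like clusters, among 9221 genes. These had at least 10 CPM in one of these sums. They also had a mean of both genotypes of at least 10 CPM in the ST2+ ILC2-like cluster of experiment 2. The genes named below were sorted without this second limit. A rising group of 684 genes was highest in the ST2+ ILC2-like cluster and at least 2-fold above the ILCP-like cluster. A transient group of 1043 genes was highest in one of the intermediate clusters and at least 2-fold above both ends. A falling group of 447 genes was highest in the ILCP-like cluster and at least 2-fold above the ST2+ ILC2-like cluster. *Il1rl1*, *Il2ra*, *Inpp4b*, *Ptpn13*, *Slc7a8* and *Zfp36l1* fell in the rising group, *Icos*, *Bcl11b*, *Atp8b4* and *Ikzf3* in the transient group, and *Zbtb16*, *Pecam1*, *Tbx21* and *Il2rb* in the falling group. *Cnot6l* fell in none of the groups, since it was highest in the *Icos*-high *Zbtb16*-low cluster and less than 2-fold above the ST2+ ILC2-like cluster.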

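Between the ILCP-like and ST2+ ILC2-like clusters of WT cells, edgeR called 1238 of 21166 genes at a false discovery rate of 0.05 over 2 experiments, 628 higher and 610 lower in the ST2+ ILC2-like cluster, and all 1238 had the same direction in both experiments. The count moved most with DESeq2, which called 2774 genes, and without the experiment as a block, which left 513. The clusters were built from the same cells, so part of these calls follows from the clustering, although the genes named here were left out of it. *Il1rl1* rose by 6.17 on the log2 scale (SE 0.21, adjusted p = 0.00018 from edgeR) and *Il2ra* by 5.26 (SE 0.19, adjusted p = 0.00018). *Icos* rose by 1.37 (adjusted p = 0.037) and *Il17rb* by 2.04 (adjusted p = 0.0084). The log2 change was −5.13 for *Zbtb16*, −5.84 for *Pdcd1*, −3.05 for *Tox* and −7.29 for *Tox2* (adjusted p between 0.00018 and 0.00093 from edgeR), each lower in 2 of 2 experiments.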

Expression levels of Group I genes were upregulated toward the end of ILC2 development, those of Group II genes were upregulated in ILC2-committed precursors, those of Group III and Group IV genes were upregulated in ILCPs but downregulated throughout ILC2 development (Fig. 5b).

**Fig. 5:**
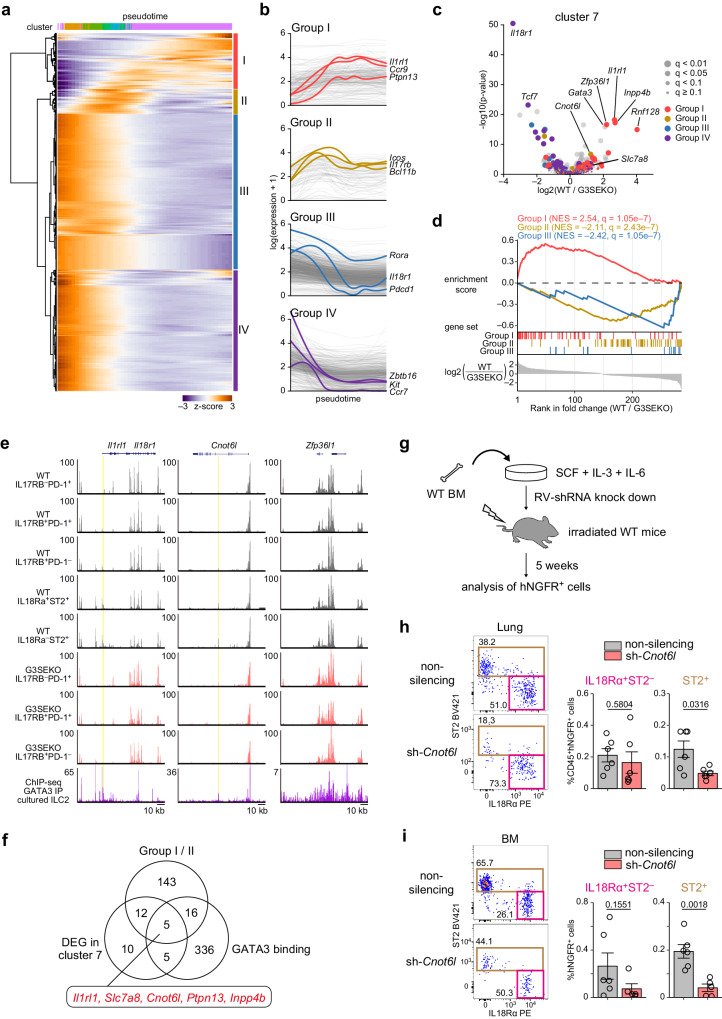
*Cnot6l* is a possible target of GATA3 during ILC2 development. **a** Expression profiles of ILC2 development-related genes were calculated using tradeSeq based on pseudotime analysis (See also Supplementary Fig. 12a). Heatmap showing z-scored gene-expression kinetics. Genes were clustered into four groups using hierarchical clustering. **b** Gene expression in each group. Colored lines show indicated genes. **c** Differentially expressed genes (DEGs) between WT and G3SEKO cells in cluster 7. Colors indicate the groups in which the genes were clustered. q < 0.05 & fold change >2, n = 68. **d** Gene set enrichment analysis of group I, II, and III genes in the DEGs in cluster 7. NES: normalized enrichment score; q-value: false discovery rate. **e** UCSC genome browser tracks for ATAC-seq of BM ILC2 lineages and ChIP-seq of GATA3 in cultured ILC2s (GSE111871). Yellow boxes: overlapping regions of newly opened chromatin from ILCPs to ST2^+^ ILC2s in WT mice but not in G3SEKO mice, accompanied by GATA3 binding. **f** Venn diagram of the number of Group I/II genes, DEGs in cluster 7, and genes with GATA3 binding to open chromatin regions in ILC2s. **g** Experimental procedure for shRNA-transduced BM chimeric mice. Non-silencing or sh-*Cnot6l* retrovirus-transduced WT BM cells were transferred into irradiated recipient mice. Five weeks later, lung cells and BM cells were harvested, and shRNA-transduced cells were analyzed by gating hNGFR^+^ cells. **h** Lung ILC frequency (CD45^+^hNGFR^+^Lin^−^Thy1.2^+^ cells) in CD45^+^hNGFR^+^ cells. n = 6. **i** BM ILC frequency (hNGFR^+^Lin^−^CD127^+^CD135^−^ cells) in hNGFR^+^ cells. non-silencing: n = 6, sh-*Cnot6l:* n = 5. (**h**, **i**) Each data point indicates one mouse from four independent experiments. Data are presented as mean ± SE. Statistical analysis was performed using unpaired, two-sided Welch’s *t*-test. p values are shown on the graphs. Source data are provided with this paper.

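Without a test between the genotypes, genes were compared by a rule of size. A gene entered the comparison of a cluster when it had at least 50 CPM in one genotype and reads in at least 20% of that genotype's cells in experiment 2. It was counted as changed when the CPM of the genotypes differed at least 2-fold in the same direction in both experiments, and the number of genes past this limit in opposite directions shows how many such agreements the spread of the data gives. On simulated counts in which 200 genes were changed 4-fold, the rule recovered 80.5% of them in the precursors (4270 genes) and 75.5% in the ST2+ ILC2-like cluster (2883 genes). It also passed 51 and 14 unchanged genes in the same direction, beside 46 and 21 in opposite directions, so a gene past the limit is not by itself a changed gene. The simulated counts had a dispersion of 0.1 in every sum and the same means in both experiments. In the data, 1353 of 3005 genes passed the limit in experiment 1 of the ST2+ ILC2-like cluster and 176 in experiment 2. The spread was thus not alike, and the simulated shares may not hold for the data.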

Second, we analyzed DEGs between WT and G3SEKO mice in each cluster. There were relatively low numbers of DEGs in clusters 2–6 (Supplementary Fig. 12b). In contrast, cluster 7, consistent with impaired ILC2 differentiation in G3SEKO mice, harbored a significant number of DEGs between WT and G3SEKO mice (Fig. 5c). 

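Over all clusters other than the ST2+ ILC2-like, LTi/ILC3-like and NK/ILC1-like clusters, pooled as precursors, 16 of 4517 genes differed at least 2-fold in the same direction in both experiments, 2 higher and 14 lower in G3SEKO cells, and 2 genes did so in opposite directions. With stages defined by reads of 3 genes, 35 genes did (with 1 G3SEKO cell in experiment 1), and with each cell thinned to 6733 reads, 1 did. Within clusters, same and opposite directions were about as frequent, with 16 and 20 of 4583 genes in the ILCP-like, 381 and 370 of 4897 in the early ILC2-committed-like and 92 and 69 of 4211 in the *Icos*-high *Zbtb16*-low cluster. In these smaller sums, down to 5 G3SEKO cells in the early ILC2-committed-like cluster, the counts rest on few cells. An edgeR test on the 4 sums, chosen after seeing the data, called 0 of 18105 genes in the precursors, with 418 genes at an unadjusted p under 0.05, while DESeq2 called 115. Among the 5 genes with the largest ratio in each direction in the precursors of experiment 2, *Il1rl1* had log2 ratios of −2.11 and −1.51 in experiment 1 and experiment 2, *Birc5* −1.21 and −1.59, and *Trgc2* 1.74 and 2.24. *Fos* had log2 ratios of 0.78 and 1.52. *Rgs2* (−0.93 and 1.52), *Rhob* (−1.21 and 1.49) and *Lingo4* (−0.15 and 1.60) changed sign between the experiments. The histone genes *Hist1h2ao* (−2.02 and −1.74), *Hist1h2ap* (−1.83 and −1.72) and *H2ac11* (−1.92 and −1.56) have near-identical copies, and their reads are uncertain, as are those of *Trgc2*. With T lineage-like cells left out of the precursors, a step chosen after seeing the data, *Trgc2* was not among the 5 highest genes. The lowest of these 5 had a log2 ratio of 1.48 in experiment 2 (*Rhob*). The place of *Trgc2* among the highest genes thus depends on the T lineage-like cells. The pooled precursors differ in their mixture of clusters, with 63 proliferating cells among 351 WT and 35 among 652 G3SEKO precursors in experiment 2, and 9 among 136 and 0 among 27 in experiment 1. Within the proliferating cluster of experiment 2, the log2 ratio was 0.07 for *Birc5*, −0.11 for *Hist1h2ao* and 0.09 for *H2ac11*, so their lower values in the pooled precursors are not seen among proliferating cells. *Il1rl1* had log2 ratios of −1.13 and 1.23 in the ILCP-like and −0.81 and 1.36 in the early ILC2-committed-like cluster, of −4.22 and −1.20 in the *Icos*-high *Zbtb16*-low cluster, and of −3.01 in the proliferating cluster of experiment 2. The counts of genes in the pooled precursors are thus not free of this mixture.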

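Among the ST2+ ILC2-like cells, 99 of 3005 genes differed at least 2-fold in the same direction in both experiments, 61 higher and 38 lower in G3SEKO cells, and 20 did so in opposite directions. The edgeR test on the 4 sums called 125 of 19934 genes (42 higher and 83 lower), of which 63 differed more than 2-fold (33 higher and 30 lower). Many of the 83 lower genes are ribosomal protein genes, a class that the paper leaves out. The edgeR call rests on 7 G3SEKO cells in experiment 1 and moved with the setting. *Ccl6* was called (adjusted p = 2.6e-17 from edgeR) although its G3SEKO level was 3580 CPM in experiment 1 and 0 CPM in experiment 2. Small p-values here thus do not show that both experiments agree. DESeq2 called 15 genes, and edgeR without the experiment as a block called 0, with 1021 genes at an unadjusted p under 0.05. The largest fitted changes among the genes called in the same direction in both experiments were those of *Rhod* (10.77, adjusted p = 9.1e-06 from edgeR), *Ccl3* (10.17, adjusted p = 0.0094), *Adgrg5* (7.10, adjusted p = 0.0064), *Rnf128* (−5.87, adjusted p = 4.5e-14) and *Ptpn13*. For *Rhod* and *Ccl3* the size of the change rests on the 7 G3SEKO cells of experiment 1, at 286 and 171 CPM, against 1.74 and 0.924 CPM in the G3SEKO cells of experiment 2. *Adgrg5* was at 119 and 118 CPM in G3SEKO cells. *Rnf128*, on chromosome X from 139563316 to 139673145, had a log2 ratio of −3.71 in experiment 2. In experiment 1 it had 1 G3SEKO read, and the ratio of WT to G3SEKO was 743 (95% counting interval 133 to 29350). The other genes with the lowest ratios in experiment 2 were *Alox5* (log2 ratios of −0.84 in experiment 1 and −3.48 in experiment 2), *Mctp1* (−1.28 and −3.10) and *Ptgir* (−0.17 and −2.98), besides *Slc7a8*. The highest were *Trdc* (5.50 and 4.35), *Nkg7* (4.04 and 4.15), *Ms4a4b* (2.63 and 3.97) and *Il18r1*, and *Lingo4* (−0.32 and 5.82). In experiment 1, 1 of the 7 G3SEKO cells held 84.6% of the *Trdc* and 70.0% of the *Ms4a4b* reads. *Lingo4* changed sign between the experiments.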

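In the ST2+ ILC2-like cluster of experiment 2, the median log2 ratio of G3SEKO to WT over the rising group was −0.29, against a median of 0.07 for random lists of genes matched on mean level, and it lay below all 10000 such lists. Of the genes in this group, 35.5% were higher in G3SEKO cells, against 56.7% of all genes compared. The group was formed from WT cells of experiment 1 and compared in experiment 2, so that no WT cell entered both steps. With the experiments exchanged, which moved the median most, it was −1.28 against −0.59 for the random lists. These percentiles describe 1 sum per genotype and are not a test between genotypes.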

Upregulated genes in cluster 7 in WT mice were significantly enriched for genes categorized as Group I (Fig. 5d). In contrast, upregulated genes in cluster 7 in G3SEKO mice were significantly enriched for genes categorized as Group II and III (Fig. 5d). 

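Over the transient group the median log2 ratio of G3SEKO to WT was 0.19, against 0.05 for matched random lists, and 62.9% of its genes were higher in G3SEKO cells. Over the falling group it was 0.37, against 0.05, with 74.5% of its genes higher in G3SEKO cells. Both medians lay above all 10000 random lists. With the groups formed in experiment 2 and compared in experiment 1, the median of the transient group was −0.03, against −1.38 for its random lists, and that of the falling group 0.42, against −0.88.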

Meanwhile, there was no significant enrichment of genes from Group IV. These findings indicate that cells in cluster 7 in G3SEKO mice still exhibit the transcriptional profile of ILCPs and ILC2-committed precursors rather than ILC2s.

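The ILCP markers were higher in G3SEKO than in WT cells of the ST2+ ILC2-like cluster in both experiments, and remained below their levels in ILCP-like cells. *Zbtb16* was at 79.2 CPM in G3SEKO cells in experiment 1 and 60.5 CPM in experiment 2, against 27.2 and 29.4 CPM in WT cells, a log2 ratio of 1.29 ± 0.36 (SD, n = 2 experiments). *Tox* had a log2 ratio of 1.38 ± 0.28, *Pdcd1* of 2.54 ± 0.71 and *Tox2* of 4.50 ± 0.77. Each failed the adjustment in the edgeR test on the 4 sums (adjusted p of 1.0). *Il2ra* had a log2 ratio of −1.63 ± 0.64 (adjusted p = 0.013 from edgeR) and was lower in G3SEKO cells in 2 of 2 experiments, but failed the adjustment in DESeq2 (0.81), in edgeR without the experiment as a block (0.84) and in edgeR with thinned cells (0.65).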

Third, we searched genes with GATA3-binding sites in open chromatin regions during differentiation from ILCPs to ILC2s. ATAC-seq data of WT ST2^+^IL18Rα^−^ ILC2 and WT IL17RB^−^ ILCP were used to identify open chromatin regions, ATAC-seq data of WT ST2^+^IL18Rα^−^ ILC2 and G3SEKO late ILC2-committed precursors were used to identify G3SE-mediated GATA3-dependent regions, and published GATA3 ChIP-seq data of cultured ILC2^37^ were used to identify GATA3-binding peaks. We found 362 genes with open chromatin regions overlapping GATA3-binding peaks in the gene body or within 20 kb from the TSS. For example, *Il1rl1* had two regions with GATA3-binding and open chromatin regions, and *Cnot6l* had one region (Fig. 5e). In contrast, *Zfp36l1*, which was strongly upregulated in cluster 7 in WT but not in G3SEKO mice, had several newly opened chromatin regions in ILC2s yet without GATA3 binding, indicating that GATA3 induces *Zfp36l1* expression in an indirect manner (Fig. 5c, e).

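*Zfp36l1* lies on chromosome 12 from 80107754 to 80113013. In the ST2+ ILC2-like cluster it was at 998 CPM in WT and 276 CPM in G3SEKO cells in experiment 1 and at 859 and 324 CPM in experiment 2, a log2 ratio of −1.63 ± 0.32 (SD, n = 2 experiments; adjusted p = 5.2e-06 from the edgeR test on the 4 sums). It failed the adjustment in DESeq2 (0.80), in edgeR without the experiment as a block (0.84) and in edgeR with thinned cells (0.39). In WT cells it rose by 1.37 on the log2 scale from the ILCP-like to the ST2+ ILC2-like cluster (SE 0.14, adjusted p = 0.0051 from edgeR), in 2 of 2 experiments. In the early ILC2-committed-like cluster it was higher in G3SEKO cells, with log2 ratios of 0.30 and 0.98.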

By integrating these criteria, we identified five candidate genes: *Il1rl1, Slc7a8*, *Cnot6l, Ptpn13*, and *Inpp4b* (Fig. 5f and Supplementary Fig. 12c). 

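Each of the 5 genes was lower in G3SEKO than in WT cells of the ST2+ ILC2-like cluster in 2 of 2 experiments. *Il1rl1* was at 958 CPM in WT and 80.2 CPM in G3SEKO cells in experiment 1 and at 1118 and 174 CPM in experiment 2, a log2 ratio of −3.13 ± 0.63 (SD, n = 2 experiments). *Cnot6l*, on chromosome 5 from 96070333 to 96164171, was at 937 and 120.3 CPM and at 1018 and 458 CPM (−2.06 ± 1.28). *Inpp4b*, on chromosome 8 from 81342556 to 82127914, was at 649 and 4.06 CPM and at 1103 and 219 CPM (−4.82 ± 3.52). *Slc7a8*, on chromosome 14 from 54722209 to 54781946, was at 149 and 13.1 CPM in experiment 2 (log2 ratio −3.50). In experiment 1 it had 2 G3SEKO reads, and the ratio of WT to G3SEKO was 160.5 (95% counting interval 44.4 to 1325). *Ptpn13*, on chromosome 5 from 103425192 to 103598303, was at 208 and 31.2 CPM in experiment 2 (log2 ratio −2.74). In experiment 1 it had 31328 WT reads and no G3SEKO read, and was at least 94.6-fold lower against a floor of 3 reads over the 7 G3SEKO cells. In the edgeR test on the 4 sums, the adjusted p was 1.6e-19 for *Il1rl1*, 7.6e-23 for *Inpp4b*, 3.6e-09 for *Cnot6l*, 0.016 for *Slc7a8* and 0.0098 for *Ptpn13*. With thinned cells edgeR called *Il1rl1* (2.4e-06), *Inpp4b* (2.4e-05) and *Cnot6l* (0.020), and not *Slc7a8* (0.66) or *Ptpn13* (0.30). DESeq2 called none of the 5 (adjusted p of 0.70, 0.30, 0.72, 0.15 and 0.23 in the order above), and neither did edgeR without the experiment as a block (0.84 for each). The paper chose these genes partly on the same cells, so the test is not independent evidence for them. Small p-values of the edgeR test do not measure agreement between the experiments either. *Ccl6*, high in G3SEKO cells of experiment 1 alone, had an adjusted p of 2.6e-17 from edgeR. In WT cells, *Ptpn13* rose by 6.64 on the log2 scale from the ILCP-like to the ST2+ ILC2-like cluster, *Slc7a8* by 5.37, *Inpp4b* by 5.01 and *Cnot6l* by 1.37 (adjusted p of 0.0005, 0.00078, 0.00018 and 0.0047 from edgeR), each in 2 of 2 experiments.

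**Figure D2:**
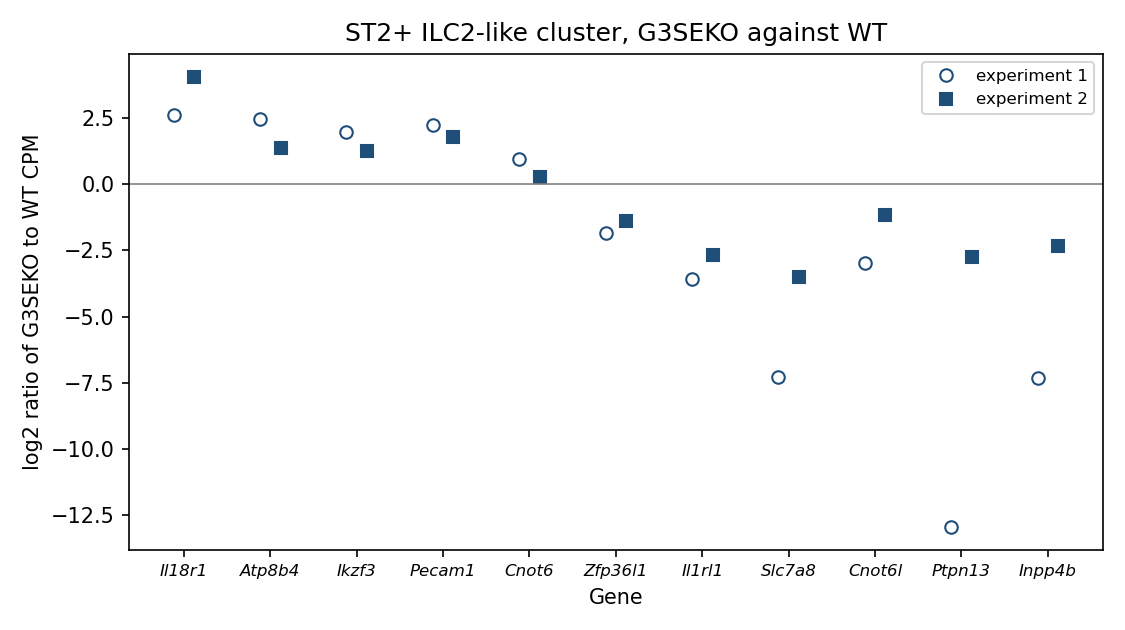
Log2 ratio of G3SEKO to WT (vertical axis) in the ST2+ ILC2-like cluster for 11 genes (horizontal axis), with open circles for experiment 1 and filled squares for experiment 2. *Il18r1*, *Atp8b4*, *Ikzf3*, *Pecam1* and *Cnot6* lie above 0 in both experiments and the other 6 genes below 0. The points of *Slc7a8* and *Ptpn13* in experiment 1 rest on 2 and 0 G3SEKO reads and depend on the 2 reads added before the ratio.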

*Il1rl1*, encoding ST2, is a most useful marker of ILC2s that is strongly dependent on GATA3, and ST2-deficient mice exhibit normal ILC2 development in the BM but have a defect in peripheral migration^26,38^. *Slc7a8* is a transporter of arginine and large amino acids. *Il7ra*^cre^*Slc7a8*^fl/fl^ mice have a reduced number of ILC2, and the rest of the ILC2s fail to produce IL-5 and IL-13^39^. *Cnot6l* is one of the components of the CCR4-NOT complex, which functions as an mRNA deadenylase, and the CCR4-NOT complex is critical in early T cell development^40^. *Ptpn13* is a tyrosine phosphatase that interacts with various molecules and regulates Th1 and Th2 differentiation through STAT4 signaling^41^. *Inpp4b* is a signaling protein that regulates the PI3K/Akt pathway through phosphatase activity, which hydrolyzes PI(3,4,5)P3 and PI(3,4)P2. It has recently been shown that *Inpp4b* directs ILC1 homing to cancer tissues using NCR^*iCre*^/*Inpp4b*^fl/fl^ mice^42^. Because two of the five candidate genes, *Il1rl1* and *Slc7a8*, are reported as critical molecules for ILC2 development and functions, we hypothesize that the remaining three genes may also be crucial for ILC2 development.

We, therefore, performed in vivo knockdown experiments on these genes using shRNA retrovirus systems (Fig. 5g). WT BM cells were transfected with knockdown retroviruses and transferred into irradiated congenic mice. Five weeks later, lung and BM cells derived from the transduced cells were analyzed. The proportion of ST2^+^ ILC2s was significantly decreased in the lung and BM cells derived from *Cnot6l*-targeted shRNA-transduced cells without affecting GATA3 expression (Fig. 5h, i, Supplementary Fig. 12d). BM cells transduced with shRNA targeting *Inpp4b* or *Ptpn13* normally developed into ILC2s (Supplementary Fig. 12e). The *Cnot6l*-enhancer region, identified by ATAC-seq (Fig. 5e), was accessible during ILC2 development in WT mice but maintained a closed conformation in G3SEKO ILCs (Fig. 5e). We also conducted a luciferase assay targeting the *Cnot6l*-enhancer region and found that the forced expression of GATA3 increased the *Cnot6l*-enhancer activity (Supplementary Fig. 12f). Intriguingly, the expression of *Cnot6*, a paralog of *Cnot6l*, was decreased in ILC2s in WT and G3SEKO mice (Supplementary Fig. 12g), whereas the expression of *Cnot6l* was increased in WT mice but not G3SEKO mice (Supplementary Fig. 12c), suggesting that the sift from *Cnot6* to *Cnot6l* during ILC2 development is impaired in G3SEKO mice. These results suggest that high levels of GATA3 induced by G3SE are required for ILC2 development, partly through the induction of *Cnot6l* expression.

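In G3SEKO cells, *Cnot6* was at 256 CPM in the ILCP-like and 329.6 CPM in the ST2+ ILC2-like cluster in experiment 1, and at 275 and 254 CPM in experiment 2. *Cnot6l* was at 226 CPM in the ILCP-like cluster and lower in the ST2+ ILC2-like cluster of experiment 1, and at 387 CPM in the ILCP-like cluster and higher in the ST2+ ILC2-like cluster of experiment 2. For neither gene did the change in G3SEKO cells have the same direction in both experiments. Within the ST2+ ILC2-like cluster the log2 ratio of G3SEKO to WT for *Cnot6* was 0.60 ± 0.48 (SD, n = 2 experiments; adjusted p = 1.0 from the edgeR test on the 4 sums). Whether the genotype difference in *Cnot6l* differed between the ILCP-like and ST2+ ILC2-like clusters was tested with edgeR on the 8 sums, and the difference of −1.71 (unadjusted p = 0.024) failed the adjustment (adjusted p = 1).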

### G3SEKO mice lack functional ILC2s under allergic inflammatory conditions

Under inflammatory conditions, ILC2s not only migrate from the BM and other organs but also develop from ILCPs in inflamed tissues^2,18,20,43^. To assess the roles of G3SE in ILC2 development under inflammatory conditions, we first utilized an IL-33-induced allergic airway inflammation model (Fig. 6a). Eosinophil numbers in the BALF and lung were significantly decreased in G3SEKO mice compared to those in WT mice (Fig. 6b, c), consistent with a previous report of GATA3+672/762^Δ/Δ^ mice, which lack a region nearly identical to the SE1 region^27^. ST2^+^ ILCs, KLRG1^+^ ILCs, and IL-5- or IL-13-producing ILCs were also significantly reduced in G3SEKO mice (Fig. 6d).

**Fig. 6:**
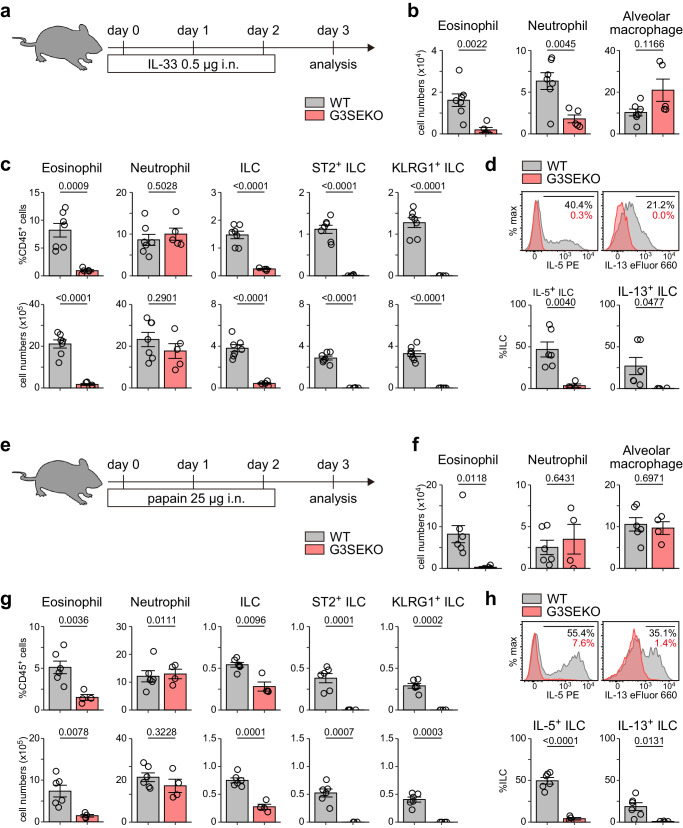
G3SEKO mice lack functional ILC2s under allergic inflammatory conditions. **a** Experimental procedure of IL-33-induced allergic inflammation. i.n. intranasal. **b** Eosinophil, neutrophil, and alveolar macrophage count in bronchoalveolar lavage fluid (BALF) of WT and G3SEKO mice with IL-33-induced allergic inflammation. WT: n = 7, G3SEKO: n = 5. **c** Frequencies of indicated cell populations among lung CD45^+^ cells and their numbers. WT: n = 7, G3SEKO: n = 5. **d** Lung cells isolated from mice subjected to IL-33-induced allergic inflammation were stimulated with phorbol 12-myristate 13-acetate and ionomycin for 5 h. IL-5 and IL-13 production by ILCs (CD45^+^Lin^−^Thy1.2^+^ cells) was evaluated by flow cytometry. WT: n = 6, G3SEKO: n = 5. **e**–**h** Scheme (**e**), cell counts in BALF (**f**), and frequencies of indicated cell populations among lung cells and their numbers (**g**, **h**) of WT and G3SEKO mice with papain-induced allergic inflammation. WT: n = 6, G3SEKO: n = 4. (**b**–**d,** **f**–**h**) Each data point indicates one mouse from four (**b**–**d**) or two (**f**–**h**) independent experiments. Data are presented as mean ± SE. Statistical analysis was performed using unpaired, two-sided Welch’s *t*-test. p values are shown on the graphs. Source data are provided as a Source Data file.

To further examine the role of G3SE in vivo, we also employed a papain-induced allergic airway inflammation model (Fig. 6e). Consistent with the results of the IL-33-induced model, eosinophils were significantly reduced in the BALF and lung (Fig. 6f, g), and ILCs lacked ILC2 marker expression and produced a minimal amount of type 2 cytokines in G3SEKO mice (Fig. 6h). These data imply that G3SE is required for peripheral ILC2 development under inflammatory conditions as well as in steady-state conditions.

### Mice lacking the SE2 region show reduced ILC2s in peripheral tissues but not in BM

It has recently been reported that GATA3+672/762^Δ/Δ^ mice exhibit a 75% reduction of lung ILC2s, 68% of small intestinal ILC2s, and 89 % of BM ILC2s^27^, suggesting that the SE1 region has more significant impact on ILC2s in BM than peripheral tissues. In contrast, G3SEKO mice showed almost complete deficiency of ILC2s in the BM and peripheral tissues. To further our understanding of the roles of SE1 and SE2 regions during ILC2 development, we generated mice lacking the SE2 region (G3SE2KO mice, Fig. 7a). G3SE2KO mice showed reduced numbers of lung and liver ILC2s by 67% and 58%, respectively (Fig. 7b, c). In contrast, G3SE2KO mice showed normal ST2^+^ ILC2 development in the BM (Fig. 7d). The development of liver ILC1s and ILC3s was not affected by the absence of the SE2 region (Fig. 7c). Consistently, GATA3 expression in the lung and liver ILC2s was modestly decreased, while GATA3 expression in ST2^+^ ILCs in the BM was almost normal in G3SE2KO mice (Fig. 7e–g). These results indicate that SE2 is pivotal in ILC2 development and GATA3 expression in peripheral tissues.

**Fig. 7:**
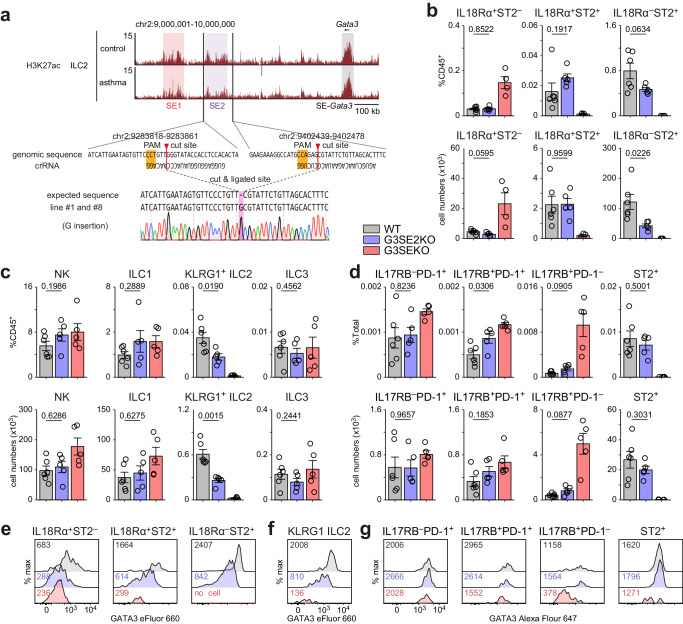
G3SE2KO mice showed reduced peripheral ILC2s and GATA3 expression. **a** Upper panel: UCSC genome tracks around the Gata3 and G3SE region. Middle panel: Genomic sequence of upstream/downstream crRNA target regions. Lower panel: DNA sequences of G3SE2 deleted loci from two lines of generated G3SE2KO mice (both G insertion). **b**–**d** Lung (**b**), liver (**c**), and BM (**d**) ILC lineages. Each data point indicates one mouse from two independent experiments. WT: n = 6, G3SE2KO: n = 5, Lung G3SEKO: n = 4, Liver and BM G3SEKO: n = 5. Data are presented as mean ± SE. Statistical analysis was performed between WT and G3SE2KO mice using unpaired, two-sided Welch’s t-test. p values are shown on the graphs. **e**–**g**, GATA3 expression of indicated cells in lung (**e**), liver (**f**), and BM (**g**). Data were representative of two independent experiments. Numbers indicated the mean fluorescence intensity of GATA3. Source data are provided as a Source Data file.

## Discussion

This study revealed that high-GATA3 expression essential for ILC2 development was achieved in the late ILC2-committed precursor stage via G3SE. Loss of G3SE resulted in the complete absence of mature ILC2s in the lung, liver, and small intestine, in parallel with the accumulation of late ILC2-committed precursors in the BM and lung. High levels of GATA3, induced by G3SE, contributed to ILC2 development partly through *Cnot6l* induction.

We demonstrated the sequential development of ILCPs, early and late ILC2-committed precursors, and ILC2 using scRNA-seq. ILC2-committed precursors contained two stages: early ILC2-committed precursors expressing *Zbtb16* and *Pdcd1* and late ILC2-committed precursors not expressing *Zbtb16* and *Pdcd1*. Xu et al. reported that both populations mainly give rise to ILC2s but not other ILC lineages^12^. We found that early ILC2-committed precursors express high levels of GATA3 mainly through G3SE-independent mechanisms. With development toward late ILC2-committed precursors, high levels of GATA3 begin to depend on G3SE, resulting in the acquisition of ILC2 features and the loss of ILCP features. These results indicate that early ILC2-committed precursors and late ILC2-committed precursors exhibit distinct transcriptional regulations, especially regarding GATA3 expression. It is difficult to accurately distinguish whether the decrease in ILC2s in G3SEKO mice was due to a failed transition to ILC2s or a survival issue after becoming ILC2s, as the inducible deletion of GATA3 in ILC2s significantly decreases ILC2 numbers in vitro and in vivo^15,26^. The increase in late ILC2-committed precursors in the BM and the lung of G3SEKO mice indicates a failed transition toward ILC2s rather than a maintenance defect.

GATA3 is critical in early ILC development, especially in BM ILCPs^13,22,26,33^. Our data demonstrate that BM ILCPs and lung ILCP-like cells express high levels of GATA3 in G3SEKO mice, whereas late ILC2-committed precursors had reduced GATA3 expression. Therefore, the induction and maintenance of GATA3 in BM ILCP and lung ILCP-like cells is induced via a mechanism that G3SE does not mediate. This induction is stage-specific and lost in the late ILC2-committed precursor stage, where G3SE plays a vital role in GATA3 induction. Consequently, G3SE is required to enter the ILC2 stage.

The number of ILC1s in peripheral tissues was increased in G3SEKO mice, although the number of ILC3s was similar to that in WT mice. It is well known that ILC2s can be converted to ILC1s through stimulation with a combination of IL-12 and IL-1β or IL-18^44,45^. Since G3SE is not active during the ILCP stage in the BM, the increase in ILC1s in G3SEKO mice is likely derived from late ILC2-committed precursors rather than directly from ILCPs. Further study, for example, through the utilization of lineage-tracing of the ILC2-committed precursors in peripheral tissue, is required to clarify the mechanisms underlying ILC1 increases in G3SEKO mice.

The impacts of the *Gata3* enhancer regions on immune systems have been intensively investigated^24,27^. For instance, the enhancer region located 278–285 kb downstream from *Gata3* is reported to play crucial roles in CD4 T cell development^24^ and ILC1 and ILC2 development^27^. However, the lack of a 278–285 kb region did not affect the expression of GATA3 and functions of mature ILC2s^27^. On the other hand, *Gata3*+674/762^Δ/Δ^ mice, which lack almost identical region to the SE1 region (678–784 kb), showed reduced ILC2 numbers and reduced GATA3 levels in ILC2s in both BM and peripheral tissues. *Gata3*+674/762^Δ/Δ^ mice also showed impaired ILC2-dependent allergic inflammation^27^. However, the reduction of ILC2s in *Gata3*+674/762^Δ/Δ^ mice is incomplete. In this study, we showed that G3SEKO mice exhibited a complete absence of ILC2s in the BM and peripheral tissues. We also demonstrated that G3SE2KO mice showed reduced ILC2 numbers and reduced GATA3 levels in ILC2s in the peripheral tissues but maintained intact ILC2 development in the BM. These findings suggest that SE1 and SE2 act in concert to develop ILC2 in peripheral tissues and that SE1 but not SE2 plays pivotal roles in ILC2 development in the BM. This notion is consistent with a recent study employing high-resolution chromosomal conformation capture, showing that the regions identical to SE1 and SE2 bound to the *Gata3* TSS in ILC2s but not in ILC1s or ILC3s^46^.

Regarding the SE1 region, Kasal et al. subdivided *Gata3*+674/762 region into *Gata3*+674/710 and +710/762 regions and generated mice deficient in each region. They found that *Gata3*+710/762^Δ/Δ^ mice showed only a mild reduction of ILC2 number in the lung, and *Gata3*+674/710^Δ/Δ^ mice showed normal ILC2 number in the lung, indicating that *Gata3*+674/710 and +710/762 regions redundantly induce the development of ILC2s in the lung^27^. Together with our findings, G3SE contains multiple enhancer regions contributing to ILC2 development, and the deletion of the entire G3SE region results in the complete absence of ILC2s in the BM and peripheral tissues.

We identified *Cnot6l* as one of the key targets for GATA3-induced ILC2 development. CNOT6L is a subunit of the CCR4-NOT deadenylase complex and is known to promote mRNA decay. We found that the expression of *Cnot6l* was increased in clusters 5-7 in WT cells but was reduced in G3SEKO cells (Supplementary Fig. 12c). 

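In WT cells, *Cnot6l* was at 358 CPM in the ILCP-like cluster in experiment 1 and 443 CPM in experiment 2, at 335 and 420.4 CPM in the early ILC2-committed-like cluster, at 1113 and 592 CPM in the *Icos*-high *Zbtb16*-low cluster and at 419 and 553 CPM in the proliferating cluster. In G3SEKO cells it was at 295 and 514 CPM in the *Icos*-high *Zbtb16*-low cluster, log2 ratios of −1.92 and −0.20, where experiment 1 rests on 12 WT and 7 G3SEKO cells. In the proliferating cluster of experiment 2 it was at 306 CPM in G3SEKO cells, a log2 ratio of −0.85 with no replicate.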

The enhancer region in *Cnot6l* locus became accessible in the late ILC2-committed precursors in WT mice but remained closed in G3SEKO mice (Fig. 5e). Furthermore, GATA3 overexpression increased the enhancer activities (Supplementary Fig. 12f). These results indicate that GATA3 induction by G3SE results in the elevation of *Cnot6l* in the late ILC2-committed precursors. Notably, *Cnot6*, a paralog of *Cnot6l*, was decreased in ILC2s in WT mice (Supplementary Fig. 12g), indicating that the CNOT6/CNOT6L expression skews toward CNOT6L in ILC2s. 

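*Cnot6* lies on chromosome 11 from 49671503 to 49712723. In WT cells it was at 268 CPM in the ILCP-like and 172 CPM in the ST2+ ILC2-like cluster in experiment 1, and at 306.8 and 212 CPM in experiment 2. The log2 change was −0.51 (SE 0.16), lower in 2 of 2 experiments, and failed the adjustment (adjusted p = 0.15 from edgeR with the experiment as a block). *Cnot6* was at 436 and 332 CPM in the *Icos*-high *Zbtb16*-low cluster of WT cells.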

Since the elimination of ILCP-related genes was delayed in G3SEKO ILC2s, it is possible that CNOT6L decays ILCP-related genes and accelerates lineage determination. To understand the precise function of CNOT6L in ILC2 development, further detailed analyses of mice lacking GATA3-binding sites in the *Cnot6l* region or IL17RB^+^ cell-specific conditional *Cnot6l* knockout mice are necessary.

We have identified five candidate genes targeted by GATA3 during ILC2 development. Two of these genes are already known to play pivotal roles in ILC2 development, and we proposed a role for Cnot6l in this process. The remaining two genes did not significantly affect ILC2 development in our experimental setting; however, given the incomplete suppression in the sh-knockdown experiment, further validation of these genes, including Cnot6l, using more robust methodologies, such as genetically deficient mice, is warranted.

In conclusion, our findings demonstrate how ILC2 differentiation is influenced by GATA3 produced following ILC2-lineage commitment. ILC2s have a pathogenic role in severe allergic diseases and organ fibrosis, but there is currently no treatment specific to ILC2 regulation. Therefore, additional research into the ILC2-specific high-GATA3 regulation demonstrated in this study might lead to the development of novel therapeutic options in the future.

## Methods

### Ethics statement

All animal procedures used in this study were approved by the Chiba University Animal Care and Use Committee.

### Mice

C57BL/6J mice were purchased from CLEA Japan Inc. (Tokyo, Japan), and CD45.1 mice were purchased from RIKEN BRC (Ibaraki, Japan). G3SEKO mice and G3SE2KO mice were generated as described below. Mice were housed in micro-isolator cages under specific pathogen-free conditions. The cages were kept at a temperature of 23 ± 3 °C, a humidity of 50 ± 10%, and a 12 h/12 h dark light cycle. Six- to twelve-week-old male and female mice were used in this study. Female mice were used for allergic airway inflammation models, as it is known that phenotype is attenuated in male mice.

### Generation of G3SEKO mice and G3SE2KO mice

To form ribonucleoprotein complexes (RNPs), the gRNAs flanking the G3SE region (chr2; 9101999-9102118 and chr2; 9402399-9402518, Supplementary Table 1 and Supplementary Fig. 2) and G3SE2 region (chr2:9283835-9283857 and chr2:9402453-9402475, Supplementary Table 1 and Fig. 7a) were annealed with tracrRNA (IDT, Cat#1072533) and bound to Cas9 protein (Thermo Fisher Scientific, Cat#A36498). Oocytes isolated from C57BL/6J female mice pretreated with pregnant mare’s serum (ASKA Pharmaceutical, SEROTROPIN) (7.5 units/i.p.) and human chorionic gonadotropin (ASKA Pharmaceutical, GONATROPIN3000) (7.5 units/i.p.) were in vitro fertilized with C57BL/6J mice sperms. Zygotes were washed twice with Opti-MEM and placed in the electrode gap of the electrode chamber filled with 5 µl of RNP. Electroporation was carried out using Genome Editor TM (BEX) on the following conditions: 25 V, 3 ms ON +97 ms OFF ×8 times. After electroporation, eggs were cultured for 24 h, and two-cell stage embryos were transferred to the oviduct of pseudopregnant ICR females. The genotype of delivered mice was assessed with TOPO TA cloning (Thermo Fisher Scientific, Cat#45-0641) and Sanger sequences (Supplementary Fig. 2 and Fig. 7a). To analyze off-target editing, we first perform CAS-OFFinder^47^ with the parameters “mismatch number 2, DNA bulge size 1, RNA bulge size 1”. We found 26 candidates for downstream crRNA and 7 candidates for upstream crRNA in G3SEKO mice. T7 analyses were performed for mixed equimolar DNA of G3SEKO and C57BL/6 WT mice (Supplementary Fig. 3, Supplementary Table 1).

### Cell isolations

Single-cell suspensions of the lungs were generated as previously described^48^. Briefly, the lungs were cut into small pieces and digested with Collagenase A (1 mg/ml, Merck, Cat#A36498) and DNase I (0.1 mg/ml, Wako, Cat#043-26773) using gentleMACS Dissociator (Miltenyi Biotec). BM cells were harvested by centrifugation of femurs, tibias, pelvis, humerus, and scapula. Splenocytes and thymocytes were isolated by physical dissociation. The liver was minced and digested by Liberase TM (0.05 mg/ml, Roche, Cat#5401127001) and DNase I (0.2 mg/ml) using gentleMACS Dissociator after 10 ml PBS perfusion. Hepatic leukocytes were isolated from the interface between 40% and 80% Percoll gradient. The small intestine was washed, opened longitudinally, and cut into pieces. The samples were incubated with HEPES (15 mM, Thermo Fisher Scientific, Cat#15630080), EDTA (5 mM, Thermo Fisher Scientific, Cat#AM9260G), DTT (1 mM, Wako, Cat#048-29224), then washed, minced, and digested by Liberase TL (0.25 mg/ml, Merck, Cat#5401020001) and DNase I (0.3 mg/ml). Intestine leukocytes were purified using the Percoll gradient as above. Single-cell suspensions were passed through a 30 µm filter before downstream experiments.

### Allergic airway inflammation

Female mice were anesthetized with an intraperitoneal injection of midazolam, butorphanol, and medetomidine before treatment. For HDM-induced allergic airway inflammation, mice were intratracheally administered 10 µg of HDM (Greer Laboratories, Cat#NC1468783) in 25 µl of PBS. Seven days later, mice were challenged with HDM (10 µg) for five consecutive days. Forty-eight hours after the last challenge, BALF and lungs were harvested. For ovalbumin (OVA, Merck, Cat#A5503)-induced allergic airway inflammation, mice were immunized intraperitoneally (i.p.) with 50 μg OVA absorbed in aluminum hydroxide gel (Thermo Fisher Scientific, Cat#77161) on day 0, 7, and 14 and intranasally challenged with 100 μg OVA on day 20, 21, and 22. Twenty-four hours after the last challenge, BALF and lungs were harvested. For IL-33- or papain-induced allergic airway inflammation, mice were intranasally administered 500 ng of murine IL-33 (BioLegend, Cat#580506) or 25 µg of papain (Nacalai Tesque, Cat#260356-92) in 25 µl of PBS for three consecutive days. Twenty-four hours after the last challenge, BALF and lungs were harvested.

### Mixed BM chimeras

BM cells (2.5 × 10^6^) from CD45.2^+^ G3SEKO mice and CD45.1^+^ WT mice were mixed and injected intravenously into CD45.1^+^CD45.2^+^ WT mice 4 h after total body irradiation (9.5 Gy). Ten to twelve weeks later, mice were analyzed.

### Flow cytometry and cell sorting

Information on antibodies is shown in Supplementary Table 2. Cells were stained with a Zombie dye (BioLegend, Cat#423106 and 423112), and the indicated antibodies and then analyzed using FACSCanto II (BD Biosciences) or LSRFortessa (BD Biosciences). For transcription factor-staining, cells were fixed and permeabilized with a Foxp3 Staining Buffer Set (Thermo Fisher Scientific, Cat#00-5523-00). For intracellular cytokine-staining, cells were stimulated with Phorbol 12-myristate 13-acetate (Merck, Cat#524400) and ionomycin (Merck, Cat#407950) in the presence of monensin (Merck, Cat#475895) for 5 h, followed by fixation and permeabilization with a Fixation/Permeabilization Solution Kit (BD Biosciences). In some experiments, cells were isolated with SH800 cell sorter (Sony Biotechnology), FACSAria II (BD Biosciences), or FACSMelody (BD Biosciences).

### T cell culture

Naïve CD4 T cells were harvested from lymph nodes and spleens using a CD4^+^CD62L^+^ T cell isolation kit II (Miltenyi Biotec, Cat#130-106-643) and stimulated with plate-bound anti-CD3ε Ab (1 µg/ml, BioXCell, Cat#BP0001-1) and soluble anti-CD28 Ab (2 µg/ml, BioXCell, Cat#BP0015-1) under Th0 (no cytokine nor antibody), Th1 [IL-12 (10 ng/ml, Wako, Cat#095-05331) and anti-IL-4 (10 µg/ml, BioXCell, Cat#BP0045)], and Th2 [IL-4 (10 ng/ml, Peprotech, Cat#214-14) and anti-IFN-γ (10 µg/ml, BioXCell, Cat#BP0055)] conditions for 3 days.

### In vitro ILCP culture on OP9-DL1 stromal cells

ILCPs were cultured as previously described^49^. Briefly, OP9-DL1 cells were cultured in 48-well plates at a density of 3 × 10^4^ cells per well. Twenty hours later, OP9-DL1 cells were treated with Mitomycin C (50 µg/ml, Merck, Cat#M4287) for 25 min. ILCPs were sorted from BM after enrichment with a Mouse Hematopoietic Progenitor Cell Isolation kit (BioLegend, Cat#480004) and seeded onto OP9-DL1 monolayers with ILC medium [DMEM supplemented with 10% FCS, 1% penicillin, 1% streptomycin, 20 µM HEPES, 1 µM sodium pyruvate, 1× non-essential amino acids, 20 ng/ml IL-7 (BioLegend, Cat#577802) and 50 ng/ml SCF (BioLegend, Cat#579704)]. An equal volume of fresh ILC medium was supplemented three days later. Five days after the initial culture, cells were harvested and analyzed.

### Retrovirus-mediated gene expression

MSCV-GATA3-IRES-Thy1.1 was kindly provided by Dr. Kenneth Murphy (Washington University, St. Louis). To express genes in cultured ILCP using a retrovirus, cells were cultured for 24 h, transferred to a RetroNectin-coated plate with viruses, centrifuged at 500 × *g* for 90 min at 32 °C, and then cultured on OP9-DL1 monolayers for another four days.

### Retrovirus-mediated gene knockdown

MSCV-LTR-miR30-puro-IRES-GFP (LMP) was obtained from Thermo Fisher Scientific (Cat#EAV4678). The GFP cassette of the LMP vector was substituted with the human NGFR. The shRNA sequences targeting *Cnot6l*, *Ptpn13*, and *Inpp4b* were designed using GPP Web Portal (https://portals.broadinstitute.org/gpp/public/gene/search), siDirect version 2.0 (http://sidirect2.rnai.jp/), and three shRNA sequences for each target were manually curated. Knockdown retrovirus vectors were made by subcloning the shRNA sequence into the LMP vector according to the manufacturer’s instructions. Knockdown efficiency was validated using in vitro T cell culture systems, and the most efficient shRNA sequences for each gene are shown in Supplementary Table 1. Retrovirus-mediated gene knockdown for BM chimeric experiments was performed as described previously^50^. Briefly, BM cells were cultured overnight in IMDM supplemented with 15% FBS, IL-3 (10 ng/ml, Peprotech, Cat#213-13), IL-6 (5 ng/ml, Miltenyi Biotec, Cat#130-096-684), and SCF (100 ng/mL). Cells were then spin-infected with retroviral supernatants supplemented with Polybrene (10 µg/ml, Nacalai Tesque, Cat#12996-81). Twenty-four hours later, cells were washed and transferred to irradiated C57BL/6J recipients. Mice were analyzed five weeks after BM transfer.

### Luciferase reporter assay

Luciferase reporter assay was performed as previously described with minor modifications^51^. *Cnot6l*-enhancer region (chr5:96111540-96112644) was cloned into pGL4.23[luc2 minP] vector (Promega, Cat#E8411). 293T cells were transfected with either pGL4.23-empty-enhancer vectors or pGL4.23-*Cnot6l*-enhancer vectors and either MSCV-empty-ires-Thy1.1 vectors or MSCV-*Gata3*-ires-Thy1.1 vectors in the presence of pGL4.74[hRluc/TK] vectors (Promega, Cat#E6921). Twenty-four hours later, RLUs were assessed with a dual luciferase assay system (Promega, Cat#E1910). The enhancer activity was normalized by the mean of RLU signals of MSCV-empty-IRES-Thy1.1 vector-transduced conditions.

### ChIP-seq analyses

ChIP-seq analyses were performed as previously described with minor modifications^52^. Briefly, cells were stained and crosslinked with 1% formaldehyde at room temperature for 5 min before FACS sorting. Sorted CD4 T cells (CD4^+^CD8^−^CD11c^−^CD49b^−^TCRγδ^−^EpCAM^−^) and ILC2 cells (Lin^−^Thy1.2^+^ST2^+^, Lin: CD4, CD8a, CD19, FcεRI, TCRβ, Gr1, CD11b, CD5 and Ter119) were sonicated with Picoruptor (Diagenode) and were immunoprecipitated by Dynabeads Protein A (Thermo Fisher Sciences, Cat#10001D) preincubated with anti-H3K27ac antibody (Abcam, Cat#ab4729). Beads were washed seven times and reverse-crosslinked by overnight incubation at 65 ˚C. DNA fragments were harvested with phenol-chloroform extraction followed by ethanol precipitation. ChIP-seq libraries were prepared with a ThruPLEX DNA-seq kit (Takara Bio, Cat#R400675) and were sequenced with an Illumina HiSeq 2500 in a 50 bp single-end mode. ChIP-seq data were aligned to mm10 genome assembly using Bowtie2^53^ and were masked with a blacklist of ENCODE project^54^. Data were visualized using the HOMER package^55^ and UCSC genome browser. SEs were identified from H3K27ac ChIP-seq data using findPeaks in the HOMER package with the following parameter, -style superhistone, -poisson 1e-8, and -excludePeaks option for excluding TSS ± 2500 kb region. Tag counts on merged SEs were generated using HOMER. Normalized tag counts on SEs were calculated by subtracting input ChIP-seq data and TMM normalization. ChIP-seq data for GATA3 in cultured ILC2 with IL-2 and IL-7 (GEO: GSE111871)^37^ and ChIP-seq data for Bcl11b in ILC2/b6 cell line (GEO: GSE131082)^56^ were re-analyzed from raw data. GATA3-binding peaks were identified using findPeaks with -style factor -poisson 1e−8 -size 300.

### ATAC-seq analysis

ATAC-seq of BM ILCs was performed using the Omni-ATAC protocol, as previously described^57^. Briefly, cells were incubated and washed with ATAC-Resuspension Buffer. Transposition reactions were performed using Illumina Tagment DNA Enzyme and Buffer Small Kit (Illumina, Cat#20034197), followed by DNA clean-up using DNA Clean and Concentrator-5 kit (Zymo Research, Cat#D4014). Libraries were amplified using a NEBNext High-Fidelity 2× PCR Master Mix (New England Biolabs, Cat#M0541S) with an Ad1 universal primer and Ad2.1-Ad2.5 index primers (Supplementary Table 1). Sequencing was performed with an Illumina NextSeq 500 in 75 bp paired-end mode. ATAC-seq data of BM ILCs were aligned with paired-end mode, and the index of the paired-end was trimmed using the SeqPurge program. Published ATAC-seq data of cultured helper T cell subsets were from GEO: GSE159505^31^. ATAC-seq data of cultured T cells were aligned to mm10 genome assembly using Bowtie2 with single-end mode. Mapped fragments were trimmed 4 bp from the start and 5 bp from the end using bedtools^58^. Peaks were identified using findPeaks with -style factor, -poisson 1e−8, and -size 300. We considered a 4-fold change in ATAC-seq data to be significant in identifying chromatin regions that opened differently between two conditions.

### Single-cell RNA sequencing library preparation and sequencing

BM cells were harvested from the femur and tibia of ten WT mice and eight G3SEKO mice in the 1st experiment and the femur, tibia, pelvis, scapula, humerus, and forearm of seven WT mice and nine G3SEKO mice in the 2nd experiment. Lineage-positive cells were depleted using a Hematopoietic Progenitor Cell Isolation Kit (BioLegend). Cells were stained with Lin (CD3e, CD4, CD5, CD8, CD11b, CD11c, CD19, Gr1, NK1.1, Ter119, B220), LPAM-1, FLT3, PD-1, CD127, CD25, and hashtag for MHC class I (BioLegend). Lin^−^CD127^+^FLT3^−^LPAM-1^+^ αLP were sorted using FACSAria II (BD Biosciences) (Supplementary Fig. 4a). Combined cells were trapped and reverse-transcribed using BD Rhapsody (BD Biosciences) according to the manufacturer’s instructions. Single-cell RNA sequencing was performed by ImmunoGeneTeqs (Chiba, Japan) using the platform of TAS-Seq^59^. Briefly, cDNA and hashtag libraries were generated using a KAPA Hifi ReadyMix (Roche, Cat#KK2601) and a NEBNext Ultra II FS library prep kit for Illumina (New England Biolabs, Cat#E7805) and then quantified using a KAPA Library Quantification Kit (Roche, Cat#KK4824). Sequencing was performed by Illumina Novaseq 6000 sequencer to a depth of approximately 100,000 reads per cell.

### Single-cell RNA sequencing data processing

After adapter removal by Cutadpat-v3.4^60^, gene-expression libraries were aligned to the Ensembl GRCm38 release-101 by Bowtie2–2.4.2, and read counts were generated using mawk. The inflection threshold of the knee-plot was identified by the DropletUtils package^61^. Sample origins and doublets were identified based on fold change of the normalized read counts of the hashtags. The count matrices were imported and analyzed using Seurat v.4^62^. Cells with more than 10% of mitochondrial genes and less than 83012 tag counts in the 1st experiment and 6733 in the 2nd experiment (inflection point) were filtered out. Genes started by “Gm” and ribosomal protein were excluded from downstream analyses. The genotype of cells was identified using Hashtags. The count data were normalized using SCTransform^63^ and then integrated into one Seurat object. The cells with low *Id2* transcript levels were excluded from downstream analyses. Principal-component analysis (PCA) was performed for dimension reduction. The first 8 principal components were used for clustering and uniform manifold approximation and projection (UMAP). We first classified cells into three clusters (ILC2, LTi cells/ILC3, and others) at a low resolution and then performed a sub-clustering on others. Differentially expressed genes were identified using the Wilcoxon test with the q-value of Storey correction. Pseudotime was analyzed using Slingshot^64^, and kinetics of gene expression along with pseudotime was calculated using tradeSeq^65^. Gene set enrichment analyses were performed using clusterProfiler^66^ in the R package.

### Statistics

Statistical analysis was performed using R software (version 4.0.2). The statistical analysis of the results is described in each figure legend. Data are summarized as mean ± SE. p < 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

All sequencing data generated in this study have been deposited in the GEO database under accession code GSE218144 for ChIP-seq, GSE218142 for ATAC-seq, and GSE218144 for scRNA-seq. Published ATAC-seq data of cultured helper T cell subsets were from GSE159505^31^. Published ChIP-seq data for GATA3 and Bcl11b were from GSE111871^37^ and GSE131082^56^, respectively. All other data are available in the article and its Supplementary files or from the corresponding author upon request. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

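Single-cell RNA-seq of αLPs from WT and G3SEKO bone marrow was analysed in 2 experiments, each with a library of messenger RNA and a library of hashtags. The flow cytometry, culture, ATAC-seq and ChIP-seq experiments of the paper were not analysed here. The authors removed adapters with Cutadapt, aligned reads with Bowtie2 to GRCm38 with the Ensembl annotation, and deposited raw counts of reads per gene and cell, with a hashtag call in the name of each cell. The counts are not normalized, and reads of one molecule were not collapsed. The deposited counts of hashtag reads per cell were used in the same form. Gene positions were taken from GENCODE for the same genome build, which is another annotation than that of the authors.

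Cells with at least 83012 reads (experiment 1) or 6733 reads (experiment 2), at most 10% mitochondrial reads, 1 hashtag (a fold of at least 2) and an *Id2* value of at least 1 on the scale of ln(1 + reads per 10000) were kept. The read and mitochondrial limits are the paper's. No doublet caller based on expression was run. Doublets were treated through the hashtags alone, which cannot show a doublet of cells with the same hashtag. The cells deposited had already passed the authors' own cell calling. In experiment 2 the genotypes rest on the cell numbers that the paper reports, since the labels list both hashtags under WT and name none for G3SEKO.

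Clusters were built with Seurat 5.3.0 and sctransform 0.4.2 (R 4.3.3), with genes whose symbols start with Gm and ribosomal protein genes left out, as in the paper, and with 33 named genes also left out of the features. Resolutions were the lowest on a grid in steps of 0.05 that gave at least the number of clusters the paper describes. Cluster names came from marker lists for LTi cells/ILC3s, NK cells/ILC1s, ILCPs, ILC2-committed cells, proliferating cells, ST2+ ILC2s and contaminating lineages, which include genes from general knowledge besides the paper's. At the end of this step no cluster was led by the B lineage, myeloid or erythroid markers. Names rebuilt in this way can differ from the authors', and differences from the paper can come from them.

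Values per cluster are reads summed per genotype and experiment and given as CPM. The main comparison of the genotypes was not a test, because the labels of experiment 2 name no G3SEKO hashtag and several sums hold fewer than 10 cells. It consists of both values, exact binomial intervals for shares of cells (95%), log2 ratios after adding 2 reads, and a rule of size. Genes named in the text are those the paper names for these data and the 5 genes with the largest ratio in each direction in the precursors and the ST2+ ILC2-like cluster (and, for the test of the genotypes, the 5 largest changes among the genes called with the same direction in both experiments). The change from the ILCP-like to the ST2+ ILC2-like cluster in WT cells was tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filter on low counts, experiment as a block). The same test of the genotypes on 4 sums with at least 5 cells each, and a test of the difference between clusters on 8 sums, were added after seeing the data. Both experiments hold both genotypes, and the pairing of the sums by experiment comes from the paper.

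On simulated counts with 200 genes changed 4-fold, edgeR recovered 66.5% in the precursors (17768 genes), 68.5% in the ST2+ ILC2-like cluster (19485 genes), 73.5% in the ILCP-like cluster (15333 genes) and 69.0% between the WT clusters (20761 genes). These simulations had a dispersion of 0.1 in every sum and the same means in both experiments, whatever the number of cells. They may thus not describe sums of few cells. Experiment 1 has 43 G3SEKO cells in all and 7 in the ST2+ ILC2-like cluster. Per cell, experiment 1 is the deeper one, with a median of 5431 genes in WT and 6860 in G3SEKO cells, against 1864 and 2556 in experiment 2.

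The comparisons, the rule for naming genes and most alternatives were fixed before the data were examined. These alternatives were another hashtag fold or raw hashtag reads, other limits on *Id2*, mitochondrial reads and reads per cell, the named genes kept among the features, log-normalized values, 15 principal components, clusters from WT cells alone, stages defined by reads of *Il17rb*, *Pdcd1* and *Il1rl1*, DESeq2 1.42.0, no filter, no block, the mean of each cell's CPM, cells thinned to 6733 reads, and each experiment alone. The authors' hashtag calls, the changed genes held out of the clustering, ratios of cell numbers, a further division of the ST2+ ILC2-like cluster and the omission of T lineage-like cells were added after seeing the data. Slingshot and tradeSeq were not run, and the paper's Wilcoxon tests over single cells were not repeated because cells are not replicates.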

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

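All tests in this part were chosen after the results were seen, including those on the T lineage-like cluster and on opposite directions.

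A cluster of 63 cells expressed T lineage genes, a group of cells that is not among the 8 clusters of the paper. With the genes named in the paper kept among the clustering features, no such cluster formed, and the ST2+ ILC2-like cluster held 522 WT and 10 G3SEKO cells in experiment 1 and 4697 and 287 in experiment 2, against 504 and 7 and 4682 and 260 without them. A separate cluster thus depends on the choice of features. It held 17 WT and 3 G3SEKO cells in experiment 1 and 15 WT and 28 G3SEKO cells in experiment 2. Its leading genes in WT cells of experiment 2 included *Cd3e*, at 497 CPM, and *Cd3d*, at 949.6 CPM. If these cells were doublets of a T cell and an ILC progenitor, they would carry the markers of the progenitor at about the level that equal mixing gives, but the highest of *Zbtb16*, in percent of ILCP-like cells, and *Il1rl1*, in percent of ST2+ ILC2-like cells, was 6.55%. If free RNA of T cells were the source, *Cd3e* would be found in the other clusters too, but its highest level there was 1.13 CPM. These values argue against both. Whether the cells are T cells that passed the sort or progenitors with T lineage genes was not tested. The ratio of the G3SEKO to the WT share was 3.32 and the ratio of cell numbers 0.969, and the cells are few, so no difference between the genotypes is read from them. With these cells left out, 18 precursor genes passed the 2-fold limit in both experiments, against 16 with them.

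For 5 genes, the genotype difference went one way in both experiments in one stage and the other way in both experiments in another stage. *Cnot6l* was lower in G3SEKO cells of the ST2+ ILC2-like cluster (log2 ratio −1.15 in experiment 2 and −2.96 in experiment 1) and higher in the early ILC2-committed-like cluster (0.20 and 0.34). *Zfp36l1* was likewise lower in the ST2+ ILC2-like cluster (−1.41 and −1.86) and higher in the early ILC2-committed-like cluster (0.98 and 0.30). *Cnot6* was higher in the ST2+ ILC2-like cluster (0.26 and 0.94) and lower in the ILCP-like cluster (−0.16 and −0.06). *Pecam1* was higher in the ST2+ ILC2-like cluster (1.77 and 2.22) and lower in the ILCP-like cluster (−0.05 and −0.61). *Atp8b4* was higher in the ST2+ ILC2-like cluster (1.36 and 2.48) and lower in the *Icos*-high *Zbtb16*-low cluster (−0.07 and −1.67).

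Among 51 pairs of stages of the genes compared, 10 had such opposite directions, and independent random signs give 6.38 (1 in 8). The pairs of a gene share stages and are not independent, and several of the smaller values lie close to 0. Chance signs can therefore give most of these pairs. For *Pecam1* and *Cnot6* the difference between the ILCP-like and ST2+ ILC2-like clusters was tested with edgeR on the 8 sums, and it was 2.24 (unadjusted p = 0.0068, adjusted p = 1) and 0.62 (unadjusted p = 0.26, adjusted p = 1). For the other pairs the difference was not tested. A biological difference between stages stays open.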

How the results depend on the processing

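The tests between genotypes and the alternatives with the authors' hashtag calls, changed genes held out, cell numbers and T lineage-like cells left out were chosen after seeing the data. Over 37 summary results, 87 of 396 alternatives gave another result (outside the 95% interval for cells kept, by more than 1 SD for ratios or 1.5 times for counts of genes, or with the other sign or on the other side of the random lists for gene groups). Over 22 results for single genes, 44 of 286 did. Some alternatives could not give another result. The log2 ratio of each experiment alone always lies within 1 SD of the mean of the 2, and a minimum of 5 cells per sum repeats the main count. The share of unchanged results is thus not a measure of stability. Where a result changed, the cause was not tested unless one is named.

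The sign changed in 3 cases. The median of the transient group was −0.0258 with the groups formed in experiment 2, which was still above all 10000 random lists (median −1.38). With stages defined by reads of *Il17rb*, *Pdcd1* and *Il1rl1*, the precursor log2 ratio of *Atp8b4* was −3.30 and that of *Ikzf3* −2.76, which rest on 1 G3SEKO and 14 WT cells in experiment 1.

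The number of cells kept depended on the *Id2* limit. At least 1 *Id2* read kept 735 WT and 63 G3SEKO cells in experiment 1 and 5640 and 1324 in experiment 2. An *Id2* value of at least 2 kept 619 WT cells in experiment 1 and 4242 WT and 1100 G3SEKO cells in experiment 2. A mitochondrial limit of 5% kept 643 and 5040 WT cells, and raw hashtag reads 1154 G3SEKO cells in experiment 2.

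The ratio of the mean shares of G3SEKO and WT cells stayed below 1 for the ST2+ ILC2-like cluster in every alternative that gave a value, although with stages defined by reads it was 1.01 in experiment 1. It was 0.278 with the named genes kept, 0.308 with log-normalized values, 0.254 with 15 principal components, 0.169 with clusters from WT cells, 0.723 with stages defined by reads, 0.208 with at least 1 *Id2* read, 0.212 with the authors' calls and 0.244 with changed genes held out. For the *Icos*-high *Zbtb16*-low cluster it was, in the same order without log-normalized values, 8.80, 6.83, 12.0, 2.51, 8.79, 8.88 and 5.67. The value of 2.51 belongs to another set of cells, those with *Il17rb* reads and without *Pdcd1* or *Il1rl1* reads. By experiment, the ratio lay between 2.64 and 8.49 for the ILCP-like, 3.05 and 8.89 for the early ILC2-committed-like, 2.88 and 16.9 for the NK/ILC1-like and 2.79 and 7.85 for the T lineage-like cluster.

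The *Gata3* log2 ratio in the ST2+ ILC2-like cluster was −2.29 with the named genes kept, −1.52 with log-normalized values, −1.56 with 15 principal components, −1.07 with stages defined by reads and −1.68 with changed genes held out. Defined by reads, it was −3.25 in cells with *Il17rb* reads and without *Pdcd1* or *Il1rl1* reads, and −3.11 in the precursors. Each has 1 G3SEKO cell in experiment 1. With these stages, 1 of the 4 feature genes was higher in G3SEKO precursors in both experiments.

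The counts by the rule of size changed as follows. In the precursors there were 35 genes with stages defined by reads, 7 with at least 1 *Id2* read and 1 with thinned cells. In the ILCP-like cluster there were 28 with clusters from WT cells, 7 with at least 1 *Id2* read, 29 with the authors' calls, 5 with changed genes held out and 3 with thinned cells. In the early ILC2-committed-like cluster there were 148 with log-normalized values, 200 with 15 principal components and 175 with thinned cells. In the *Icos*-high *Zbtb16*-low cluster there were 54 with clusters from WT cells, 61 with at least 1 *Id2* read, 139 with the mean of each cell's CPM and 38 with thinned cells. By 1 experiment alone there were between 53 and 506 in the precursors, 80 and 1024 in the ILCP-like, 1242 and 2300 in the early ILC2-committed-like, 272 and 1740 in the *Icos*-high *Zbtb16*-low and 176 and 1353 in the ST2+ ILC2-like cluster. Thinning leaves fewer genes past the limit of 50 CPM in 20% of cells.

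Without the replicate block for the experiment, edgeR called 0 genes in the ST2+ ILC2-like cluster (1021 at an unadjusted p under 0.05), 0 in the NK/ILC1-like cluster and 513 for the change in WT cells. The block changed no other count of calls by more than 1.5 times. DESeq2 called 115 genes in the precursors, 16 in the ILCP-like, 27 in the early ILC2-committed-like, 17 in the *Icos*-high *Zbtb16*-low, 15 in the ST2+ ILC2-like and 47 in the NK/ILC1-like cluster, and 2774 for the change in WT cells. Without a filter edgeR called 2 in the early ILC2-committed-like and 39 in the NK/ILC1-like cluster and 1906 in WT cells. With thinned cells it called 10 in the precursors, 1 in the early ILC2-committed-like, 10 in the ST2+ ILC2-like and 0 in the NK/ILC1-like cluster. The ST2+ ILC2-like count was 56 with the named genes kept, 45 with 15 principal components, 70 with clusters from WT cells and 0 with stages defined by reads. In the NK/ILC1-like cluster it called 3 with log-normalized values, 3 with clusters from WT cells and 0 with at least 1 *Id2* read.

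Some alternatives gave no value. Leaving out an experiment gives no count of calls, since 1 sum per genotype is left. The early ILC2-committed-like cluster had no counterpart with at least 1 *Id2* read or with changed genes held out, the *Icos*-high *Zbtb16*-low cluster none with log-normalized values, and the T lineage-like cluster none with the named genes kept. A minimum of 20 cells per sum left the precursors and the comparison of WT clusters.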

Differences from the paper's values

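The paper gives a sequencing depth of approximately 100000 reads per cell. The median of the reads counted on genes in the kept cells was 396198 in WT and 509911 in G3SEKO cells in experiment 1 and 29679 in WT and 44225 in G3SEKO cells in experiment 2. The paper's value is the depth of sequencing and the values here are reads counted on genes, so they are on different scales. Under every alternative set before the data were examined, each of the 4 medians still differed from the paper's value by more than 1.5 times.

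The paper states that few genes differed between the genotypes in clusters 2 to 6. The edgeR test on the 4 sums, chosen after seeing the data, called 0 genes in each of the precursor, ILCP-like, early ILC2-committed-like and *Icos*-high *Zbtb16*-low comparisons, with 418, 171, 267 and 149 genes at an unadjusted p under 0.05, while DESeq2 called 115, 16, 27 and 17. The rule of size gave more genes in the early ILC2-committed-like cluster (381) than in the ST2+ ILC2-like cluster (99), with 370 and 20 in opposite directions.

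The paper states that *Cnot6* was lower in ILC2s of both genotypes. Here the fall in WT cells failed the adjustment in edgeR (log2 change −0.51, adjusted p = 0.15), and in G3SEKO cells *Cnot6* was at 329.6 CPM in the ST2+ ILC2-like and 256 CPM in the ILCP-like cluster in experiment 1, and at 254 and 275 CPM in experiment 2.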

Other observations

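All tests in this part were chosen after the results were seen.

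G3SEKO cells in the ST2+ ILC2-like cluster (7 cells in experiment 1 and 260 in experiment 2) could be WT cells with the wrong hashtag call. They would then carry the genes that lead this cluster in WT cells at about the WT level. The median level of the 10 leading genes was 2.94% of that in WT cells in experiment 1 and 18.3% in experiment 2. The exceptions were *Ccr9* (305% and 167%), *Gimap3* (84.7% and 100.3%) and *Gm4956* (65.8% and 47.6%). The highest of the other leading genes was at 37.8% (*Tmem273* in experiment 2). As a set, these levels argue against wrong calls as the source of these cells. Doublets of a WT and a G3SEKO cell would carry the leading genes at about the level of equal mixing, and would leave when the authors' doublet calls are left out. With the authors' calls, 18.6% of the G3SEKO cells of experiment 2 still fell in the cluster. Of the authors' doublets, 20 had been in it as G3SEKO cells. What stays open is that these cells correspond to another stage than the WT cells of the cluster. As a hypothesis, they may be late committed cells that lie close to ST2+ ILC2s in the rest of their transcripts. This was not tested further.

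Ribosomal protein genes took a lower share of the reads in G3SEKO than in WT cells of the ST2+ ILC2-like cluster, 10.1% against 16.1% in experiment 1 and 8.65% against 13.3% in experiment 2 (ratios of 0.625 and 0.649). Of 89 such genes with at least 50 CPM in WT cells, 86 were lower in both experiments, with median log2 ratios of −0.70 and −0.63. Thinned to the same number of reads per cell, the ratio was 0.618 in experiment 1 and 0.641 in experiment 2, so depth does not account for it. The median ratio over the other 7 clusters in experiment 2 was 0.958, and in experiment 1 the other clusters lay between 0.841 and 1.25, which argues against a difference of this size between the libraries in every cell type. A smaller drop was not confined to this cluster. The ratio was 0.841 and 0.845 in the *Icos*-high *Zbtb16*-low cluster. In experiment 2 it was 0.853 in the proliferating and 0.852 in the T lineage-like cluster. It exceeded 1 only in the early ILC2-committed-like cluster of experiment 2 (1.03) and the T lineage-like cluster of experiment 1 (1.25). The other genes had a median log2 ratio of 0.0641 in experiment 2, so there they did not fall together with the ribosomal protein genes, as they would if a few genes had taken most of the reads. In experiment 1, 40.4% of the 8385 genes compared were higher in G3SEKO cells. The random lists matched to the gene groups had medians between −1.38 and −0.59 there. Other genes thus fell too in experiment 1, and this explanation stays open for it. The paper leaves ribosomal protein genes out and reports nothing on them. As a hypothesis, the genotypes may differ here in growth or in maturation, and with 1 sum per genotype in each experiment, 7 G3SEKO cells in experiment 1 and paralogs among these genes, this needs an independent measurement.

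G3SEKO cells of the ST2+ ILC2-like cluster had reads of the T and NK cell genes *Ms4a4b*, *Nkg7* and *Trdc*. In experiment 2, 58.5% of them (152 of 260) had a read of at least 1 of these genes, against 13.3% of WT cells (622 of 4682), so a few cells of another type do not hold the signal there, whereas in experiment 1 1 of the 7 cells held 84.6% of the *Trdc* reads. If T lineage-like cells or their RNA brought the *Ms4a4b* reads, *Cd3e* and *Cd3g* would come with them, but their highest level was 11.9% of the level needed. *Trac* did reach the level needed, at 82.0% of it in experiment 1 and 669% in experiment 2, so it does not go with *Cd3e* and *Cd3g*. If NK/ILC1-like cells brought the *Nkg7* reads, *Eomes*, *Klrd1* and *Ncr1* would follow, and the highest of them was 0.915% of the level needed. A hypothesis that stays open is that G3SEKO cells themselves may carry these transcripts. It was not tested in other cells.

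In the NK/ILC1-like cluster, the edgeR test on the 4 sums called 5 genes, led by *Lyz2* (log2 change 10.69, adjusted p = 0.0015). The sum of G3SEKO cells in experiment 1 holds 6 cells, and 1 of them held 99.98% of the 150443 reads of the myeloid gene *S100a8*. A single cell of another type is thus a candidate explanation for the myeloid genes in that sum, and no biological explanation was tested.

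The deleted region was compared with the reads as a check of the genotypes. Between the outer ends of the guide positions that the paper gives on chromosome 2, 9101999 and 9402518, whose genome build the paper's text does not name there, the annotation of GRCm38 has 3 genes. One of them, the noncoding *1700061F12Rik* (9189515 to 9197477), had reads. By the authors' calls, it had 804 reads in 10 of 935 WT cells in experiment 1, of which 531 lay in 1 cell, and 1 read in 1 of 96 G3SEKO cells. In experiment 2 it had 255 reads in 16 of 6080 WT cells and 1 read in 1 of 1450 G3SEKO cells. So few cells with reads make this a weak check of the genotypes.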
